# Actin Cytoskeleton and Integrin Components Are Interdependent for Slit Diaphragm Maintenance in *Drosophila* Nephrocytes

**DOI:** 10.3390/cells13161350

**Published:** 2024-08-14

**Authors:** Megan Delaney, Yunpo Zhao, Joyce van de Leemput, Hangnoh Lee, Zhe Han

**Keywords:** actin cytoskeleton, integrin, *Drosophila*, nephrocyte, slit diaphragm, lacunar channel, piezo

## Abstract

In nephrotic syndrome, the podocyte filtration structures are damaged in a process called foot process effacement. This is mediated by the actin cytoskeleton; however, which actins are involved and how they interact with other filtration components, like the basement membrane, remains poorly understood. Here, we used the well-established *Drosophila* pericardial nephrocyte—the equivalent of podocytes in flies—knockdown models (RNAi) to study the interplay of the actin cytoskeleton (Act5C, Act57B, Act42A, and Act87E), alpha- and beta-integrin (basement membrane), and the slit diaphragm (Sns and Pyd). Knockdown of an actin gene led to variations of formation of actin stress fibers, the internalization of Sns, and a disrupted slit diaphragm cortical pattern. Notably, deficiency of *Act5C*, which resulted in complete absence of nephrocytes, could be partially mitigated by overexpressing *Act42A* or *Act87E*, suggesting at least partial functional redundancy. Integrin localized near the actin cytoskeleton as well as slit diaphragm components, but when the nephrocyte cytoskeleton or slit diaphragm was disrupted, this switched to colocalization, both at the surface and internalized in aggregates. Altogether, the data show that the interdependence of the slit diaphragm, actin cytoskeleton, and integrins is key to the structure and function of the *Drosophila* nephrocyte.

## 1. Introduction

In kidney diseases, like nephrotic syndrome, the highly specialized podocytes of the kidney glomerulus are damaged or even lost. In healthy kidneys, the neighboring podocytes form intercalating foot processes at the outer surface of glomerular capillaries. These cellular junctions provide the scaffolding for the slit diaphragm (SD), which together with the capillary fenestrated endothelial cells and the glomerular basement membrane, forms the filtration structure [1,2]. The cytoskeleton guides the transformation of simple columnar epithelial cells into fully differentiated podocytes with foot processes, is key to podocyte polarization, and facilitates adhesion of the foot process to the basement membrane. The latter is required for SD formation and enables signaling responses to external stimulation [3,4,5].

Cytoskeleton components are optimized for each of the podocyte’s compartments. They consist of microtubules and intermediate filaments in the bigger primary processes that lead from the cell body, whereas in the thinner secondary foot, processes mainly contain actin filaments [6,7,8]. Foot process effacement, which disrupts filtration structures and function, is a common feature of nephropathy and some kidney diseases [9,10,11,12]. Given the importance of the cytoskeleton in providing podocytes structure, it is not surprising that besides genes that encode SD and basement membrane components, mutations have been found in genes related to the actin cytoskeleton and its regulatory factors [13,14,15,16,17,18]. The latter include actin-binding proteins and integrins, a membrane component known for its role in cell adhesion [16,19,20,21,22,23,24,25,26,27,28,29,30,31]. Systematic studies in *Drosophila* have provided functional validation for the role of many of these genes in nephrotic syndrome [14,15].

*Drosophila* nephrocytes are the structural and functional equivalent of mammalian podocytes [2]. Like podocytes, nephrocytes have SD and basement membrane filtration structures. In nephrocytes, the SD is formed intracellularly, spanning lacunar channel openings [2,14]. Low molecular weight molecules are reabsorbed by endocytosis at the lacunar channel membranes, thus filtering the hemolymph, the insect equivalent of blood [2,14]. In fact, ~85% of genes associated with nephrotic syndrome have conserved functions in *Drosophila* nephrocytes, including those encoding components of the SD and cytoskeleton [14,15], which has made flies one of the key animal models to gain understanding of the cellular and molecular mechanisms in kidney diseases and development [32]. Here, we used *Drosophila* nephrocytes to investigate the relationship between SD components, the actin cytoskeleton, and integrins. Our findings reveal the importance of the cytoskeleton for the formation and maintenance of the SD and indicate supporting yet distinct roles for the different actin genes expressed in nephrocytes. Furthermore, we demonstrate the interdependence of the SD, actin cytoskeleton, and integrins in nephrocytes.

## 2. Materials and Methods

### 2.1. Drosophila Husbandry

Fly lines were maintained on a standard diet (Meidi Laboratories, Potomac, MD, USA), at 25 °C under a 12 h:12 h light:dark cycle. We used two independent UAS-RNAi lines for silencing each gene. *Drosophila* stocks were obtained from the Bloomington Drosophila Stock Center (BDSC, IN): UAS-*Act5C-*IR (BDSC_42651), UAS-*Act42A*-IR (BDSC_50625), UAS-*Act57B*-IR (BDSC_31551), UAS-*Act87E*-IR (BDSC_42652), UAS-*Act5C*-*GFP* (BDSC_9258), UAS-*Act42A*-*GFP* (BDSC_9251), UAS-*Act57B*-*GFP* (BDSC_9256), UAS-*Act87E*-*GFP* (BDSC_9249), UAS-*GFP*-*Piezo* (BDSC_58773), UAS-*mew*-IR (BDSC_44553), UAS-*mys*-IR (BDSC_27735), UAS-*sns*-IR (BDSC_64872), UAS-*pyd*-IR (BDSC_28920), tub-Gal80^ts^/TM2 (BDSC_7017), tub-Gal80^ts^; TM2/TM6B (BDSC_7108), *w*^1118^ (BDSC_3605); and the Vienna Drosophila Resource Center (VDRC, Vienna, Austria): UAS-*Act5C*-IR (VDRC_101438), UAS-*Act42A*-IR (VDRC_104731), UAS-*Act57*B-IR (VDRC_102129), and UAS-*Act87E*-IR (VDRC_102480). The following are in-house fly stocks: *Hand-GFP*, *hs*-*Flp^122^*; UAS-*Flp*; *Act5C*>*stop*>Gal4, UAS-*GFP* [33]; and If/CyO.

### 2.2. Generation of Drosophila Klf15-Gal4 Line

To generate the *Klf1*5-Gal4 transgenic line, a 2.1 kb *Klf15* promoter region was PCR amplified and cloned into the pPTGAL vector between the EcoRI and BamHI restriction sites. The plasmid was sequence-verified. Microinjection was performed by Rainbow Transgenic Flies (CA).

### 2.3. Knock-In mRuby3 Tag at the C-Terminal of Sns

Transgenic *sns*-mRuby3 flies carry an mRuby3 tag at the C-terminal of endogenous Sns. The line was commercially generated by FunGene (Jiangsu, China). SnsKI-sg1 and SnsKI-sg2 gRNAs were generated using in vitro transcription (T7 RiboMAX kit; P1320; Promega, WI, USA). The transcripts were purified by phenol-chloroform extraction and isopropanol precipitation. Cas9 mRNA in vitro transcription was carried out using plasmid MLM3613 (plasmid 42251; Addgene, MA, USA), while the pBluescript SK vector (pBS) was used as the backbone for donor plasmid construction. Using genomic DNA of the injection stock, the 5′ and 3′ homology arms were amplified and linked to the pBS backbone (Gibson assembly kit; E2611L; NEB, MA, USA). This pBS-*sns*-arm was linearized by PCR and linked to the mRuby3 cassette (Gibson assembly kit; E2611L; NEB, MA, USA), resulting in the final donor construct: pBS-*sns*-mRuby3. The gRNA, Cas9 mRNA, and donor pBS-*sns*-mRuby3 were injected into *w*^1118^ flies. In house, PCR was performed to validate the mRuby3 insertion.

### 2.4. Immunochemistry

Female adult (1-day-old) flies were rinsed in 95% ethanol and transferred to 1xPBS. The *Drosophila* abdomen was cut open to remove intestine, Malpighian tubules, fat bodies, and ovaries. The resulting dorsal cuticles of the abdomen (with nephrocytes and heart tube attached) were fixed in 4% PFA for 1 h at room temperature. The specimens were washed three times in 1xPBST for 15 min (0.2% Triton-x 100 in 1xPBS) and then blocked in blocking buffer (1% bovine serum albumin in 1xPBST) for 1 h. Primary antibodies were diluted in the blocking buffer and incubated overnight at 4 °C and then washed in 1xPBST three times for 15 min each, followed by incubation with secondary antibodies for 2 h at room temperature. The samples were then incubated with phalloidin (Alexa Fluor 488 phalloidin; 1:100; A12379; Invitrogen, CA, USA) diluted in blocking buffer for 4 days at 4 °C. The following antibodies were used: Mouse monoclonal anti-Pyd (1:100; RRID:AB_2618043; Developmental Studies Hybridoma Bank, IA), anti-Mys (1:100; CF.6G11, RRID_ AB_528310; Developmental Studies Hybridoma Bank, IA), and goat anti-mouse Alexa Fluor 488 (1:500; A11011, RRID:AB_143157; Invitrogen, CA, USA). DAPI (0.5 mg/mL in PBST; D1306; Thermo-Fisher-Scientific, MA, USA) was used to visualize the nuclei. Following antibody incubations, the samples were washed in 1xPBST three times for 15 min each, once with 1xPBS for 15 min, and then mounted using Vectashield antifade mounting media (H-1000; Vector Laboratories, CA, USA). Images were obtained using a ZEISS LSM900 confocal microscope with 63× Plan-Apochromat 1.4 N.A. oil objective in Airyscan mode and ZEN blue edition (version 3.0) acquisition software. Representative images are shown in the figures. Five flies per genotype were analyzed, of which three representative images were taken and used for quantification and figures. For quantitative comparison of fluorescence intensities, settings for the control were chosen to avoid oversaturation (using range indicator in ZEN blue) and then applied across images for all samples within an assay. Image J [34] was used for image processing (version 2.9.0/1.53t; National Institutes of Health, MD, USA).

### 2.5. RNA-Seq Embryonic and Adult Nephrocytes

Embryonic RNA-seq data (GSE168774; can also be accessed through the Single Cell Portal at https://singlecell.broadinstitute.org/, accessed on 8 August 2024) was carried out previously [35]. For the adult low input RNA-seq (GSE266297), the flies (*Hand*-GFP; *Klf15*-Gal4, UAS-RFP/CyO) were maintained on a standard diet (Meidi Laboratories, MD, USA), at 25 °C under a 12 h:12 h light:dark cycle. Nephrocytes from adult flies (4-day-old females; 3 replicates of 200 flies each) were dissected in artificial hemolymph (108 mM Na^+^, 5 mM K^+^, 2 mM Ca^2+^, 8 mM MgCl_2_, 1 mM NaH_2_PO_4_, 4 mM NaHCO_3_, 10 mM sucrose, 5 mM trehalose, and 5 mM HEPES; pH 7.1) at room temperature. Large, GFP- and RFP-positive cells were sorted by flow cytometry (BD Aria II; University of Maryland Greenebaum Comprehensive Cancer Center Flow Cytometry Shared Service). Following this, RNA was collected and cDNA libraries were prepared using the SuperScript IV Single Cell/Low-Input cDNA PreAmp Kit (Thermo-Fisher-Scientific, MA, USA). Then, sequencing on a NovaSeq platform (Illumina, CA, USA) was carried out by Psomagen (Rockville, MD, USA). We mapped the short reads on to the *Drosophila* genome using STAR aligner 2.7.5c [36] and then quantified the RNA-seq reads using RSEM 1.3.3 [37] based on *Drosophila* gene annotation 6.28 from FlyBase (Berkeley Drosophila Genome Project (BDGP) Release 6).

### 2.6. Nephrocyte Number and Size Quantifications

Nephrocytes from 1-day-old adult female flies were dissected in 1xPBS, followed by fixation (1 h) in 4%PFA, and imaged using a ZEISS LSM900 confocal microscope 20× Plan-Apochromat 0.8 N.A. air objective. The number of nephrocytes present in the image were then counted, and cell sizes were determined using the area measurement function using Fiji software [34] (version 2.9.0; National Institutes of Health, MD, USA). Five flies per genotype were analyzed, of which three representative images were taken and used for quantification and figures.

### 2.7. 10 kD Dextran or 70 kD Dextran Uptake

Nephrocyte functional assays were performed ex vivo at room temperature. *Drosophila* females (1-day-old adults) were dissected in Schneider’s Drosophila Medium (Thermo-Fisher-Scientific, MA, USA) and then incubated for 20 min in a 10 kD Texas Red-dextran solution (0.05 mg/mL; D1828; Invitrogen, CA, USA) in Schneider’s Drosophila Medium (Thermo-Fisher-Scientific, MA), or alternatively, incubated for 1 min in a 70 kD Texas Red-dextran solution (0.25 mg/mL; D1864; Invitrogen, CA, USA) in Schneider’s Drosophila Medium (Thermo-Fisher-Scientific, MA, USA). Following dextran uptake, the specimens were washed with Schneider’s Drosophila Medium (Thermo-Fisher-Scientific, MA) twice and then fixed using 4% paraformaldehyde (PFA) for 60 min. Finally, the fixed specimens were washed three times for 5 min each with 1× phosphate buffered saline (1xPBS; pH 7.4) and mounted using Vectashield antifade mounting medium (H-1000; Vector Laboratories, CA, USA). Images were obtained using a ZEISS LSM900 confocal microscope with 20× Plan-Apochromat 0.8 N.A. air objective and ZEN blue edition (version 3.0) acquisition software. Five flies per genotype were analyzed, of which three representative images were taken and used for quantification and figures. For quantitative comparison of fluorescence intensities, settings for the control were chosen to avoid oversaturation (using range indicator in ZEN blue) and then applied across images for all samples within an assay. Image J [34] was used for image processing (version 2.9.0/1.53t; National Institutes of Health, MD, USA).

### 2.8. Sns-mRuby3 and Phalloidin Quantifications

Since both *Klf15*-Gal4 and *sns*-mRuby3 are located on the 2nd chromosome, *Klf15*-Gal4 female virgin flies were crossed with *sns*-mRuby3 male flies, the progeny female virgins were crossed with If/CyO to create a stable stock of [*Klf15*-Gal4, *sns*-mRuby3/CyO]. These female virgins were then crossed with *w*^1118^, *Piezo*-IR, *Act5C*-IR #1, *Act5C*-IR #2, *Act42A*-IR #1, *Act42A*-IR #2, *Act57B*-IR #1, *Act57B*-IR #2, *Act87E-*IR #1, *Act87E*-IR #2, *mew-*IR (encodes α-integrin subunit), or *mys*-IR (encodes β-integrin subunit). The nephrocytes from 1-day-old females were then stained according to the immunochemistry protocol detailed above and imaged using the ZEISS LSM900 confocal microscope with 63× Plan-Apochromat 1.4 N.A. oil objective under Airyscan mode and ZEN blue edition (version 3.0) acquisition software. For stress fibers and SD internalization, the number of nephrocytes with stress fibers (any cytoplasmic actin structure, based on phalloidin stain) were manually counted. Nephrocytes numbers analyzed were 13 for control, 39 for *Act42*-RNAi, 52 for *Act57B*-RNAi, and 51 for *Act87E*-RNAi flies. To determine internalized Sns (based on the presence of distinct cytosplasmic Sns-mRuby) nephrocytes were manually counted: 24 for control, 51 for *Act42A*-RNAi, 36 for *Act57B*-RNAi, and 33 for *Act87E*-RNAi flies. For quantitative comparison of fluorescence intensities, settings for the control were chosen to avoid oversaturation (using range indicator in ZEN blue) and then applied across images for all samples within an assay. Five flies per genotype were analyzed, of which three representative images were taken and used for quantification. Image J [34] was used for image processing (version 2.9.0/1.53t; National Institutes of Health, MD, USA). The average number of slit diaphragm lines (visualized by Sns-mRuby) were depicted using Image J [34]. Nephrocytes from RNAi (-IR) flies were compared to SD patterns in control nephrocytes.

### 2.9. Tissue Mosaic Analysis

Flp-out clone [38] induction was performed as described previously [33]. In brief, *hs*-*Flp^122^*; UAS-*Flp*; *Act5C*>*stop*>Gal4, UAS-*GFP* female virgins were crossed with α-*integrin*-IR and β-*integrin*-IR males. The embryos were collected within an eight-hour time window. At 24 h after larval hatching, a 10-min heat shock was performed in a 37 °C water bath, following which the larvae were maintained at 25 °C. One-day-old female adults were subjected to 10 kD dextran functional assay (described above); GFP-positive nephrocyte clones and their neighboring nephrocytes were analyzed.

### 2.10. TARGET Assay

*Klf15*-Gal4, *sns*-mRuby3 virgin female flies were initially crossed with *tub*-Gal80^ts^/TM2, located on chromosome 3. These virgin female flies were then crossed with *Klf15*-Gal4;*sns*-mRuby/*Act5C-*IR males, resulting in [*Klf15*-Gal4, *sns*-mRuby3/+; *tub*-Gal80^ts^/*Act5C-*IR] flies. TARGET [39,40]. These flies were kept at 18 °C until their offspring had reached 1 day of age. This allowed for the Gal80 to be activated, which repressed Gal4 activity. The 1-day-old adults were then transferred to 29 °C for either one or two days; this temperature Gal80 was inactivated, allowing the Gal4 to become active and knock down the *Act5C* gene in the nephrocytes. Following this temperature switch, the flies were assayed and imaged as described above.

### 2.11. Actin Protein Sequence Comparisons

Protein sequences were obtained from FlyBase [41,42] (version 2023_05: Dmel 6.54) for *Drosophila* and UniProt [43] (release 2023_04) for human and then aligned using the Multiple Sequence Alignment (MSA) package [44] in R [45] (version 4.3.1) using the Clustal Omega algorithm [46]. Phylogenetic analyses were based on protein sequences and carried out using the Neighbor-Joining Tree Estimation function from the Analyses of Phylogenetics and Evolution (APE) package [47] in R [45] (version 4.3.1).

### 2.12. Statistical Analysis

Fiji software [34] (version 2.9.0; National Institutes of Health, MD, USA) was used to process the confocal images and to quantify the relative fluorescence intensity. The data sets were tested for normality using the Shapiro–Wilk test. Normally distributed data were analyzed by a two-tailed Student’s *t*-test, a one-way ANOVA corrected with Tukey, or by a two-way ANOVA with Sidak correction. Non-normally distributed data were analyzed by a Mann–Whitney U test or a Kruskal–Wallis H test. *p* < 0.05 was considered significant. The data sets were plotted using GraphPad Prism9 software (version 9.5.1). The figures were arranged using Adobe Illustrator software (version 2022 26.2.1).

## 3. Results

### 3.1. The Actin Cytoskeleton Surrounds the Lacunar Channels

First, we set out to determine the relative localization of the cytoskeleton to the membrane, SD, and invaginated lacunar channel filtration structures, as the actin cytoskeleton is a highly dynamic structure in nephrocytes [48]. For this, we used our previously generated transgenic fly line (*sns*-mRuby) that allows for the endogenous visualization of sticks and stones (Sns), the *Drosophila* homolog of the mammalian SD marker nephrin. We found *Piezo*-GFP to be an effective marker of the nephrocyte lacunar channels. Expression of Sns-mRuby and Piezo-GFP were controlled by the nephrocyte-specific Gal4 driver *Krupppel-like factor 15* (*Klf15*) to study their localization along with the actin cytoskeleton (visualized by phalloidin stain) (Figure 1A). Imaging at different planes revealed that in typical nephrocytes the actin cytoskeleton wraps around Piezo, essentially cupping the lacunar channel, and partially co-localized with Sns (Figure 1A). These images suggest that all three elements together are important to form the structure of the nephrocyte SD (Figure 1B).

### 3.2. Silencing Actin Genes Results in Variation in Nephrocyte Number, Size, and Function

The *Drosophila* genome encodes six different actin proteins; we detected four in nephrocytes: *Act5C* and *Act57B* were highly expressed, and *Act42A* and *Act87E* were moderately expressed (based on embryonic RNA-seq [35] and adult low input RNA-seq data) (Figure 2A). 

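RNA from sorted adult nephrocytes, the large filtering cells attached to the heart tube of the fly, was sequenced in 3 libraries of 1 condition, control females aged 4 days. *Hand* and *Klf15*, whose regulatory sequences drove the GFP and RFP used for sorting, were present at 4697 ± 459 and 153 ± 17.8 TPM (mean ± SD, n = 3 libraries). *Amnionless* and *Cubn*, which encode receptor components for protein uptake, were present at 5794 ± 591 and 572 ± 93.2 TPM (SD, n = 3). Of 15 contractile genes of striated muscle and heart, 13 reached 1 TPM in every library, led by *Mlc2* and *Mlc1* at 1230.1 ± 591 and 1154 ± 484 TPM (SD, n = 3). Of 10 hemocyte genes 3 did so, led by *crq* at 352 ± 42.8 TPM and *srp* at 121 ± 56.9 TPM (SD, n = 3). The other 7 hemocyte genes each had a mean below 1 TPM. The same threshold was reached by 3 of 14 fat body genes, 1 of 12 ovary genes, 1 of 6 neuron and glia genes and 1 of 9 midgut genes. None of 5 tracheal and cuticle genes and none of 4 oenocyte genes reached it.

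**Figure D1:**
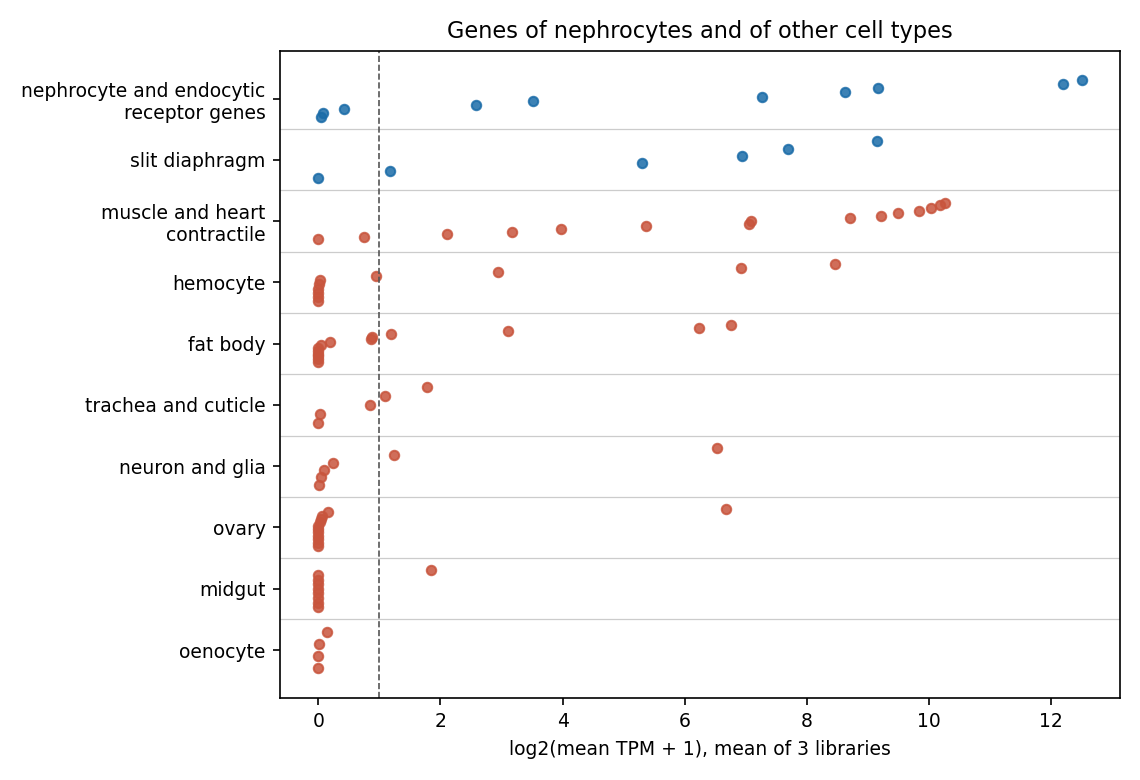
Mean expression of each listed gene over the 3 libraries, as log2(mean TPM + 1) on the horizontal axis, by gene list. Each point is 1 gene, with nephrocyte and slit diaphragm genes in blue, genes of other cell types in red, and a dashed line at a mean of 1 TPM. Muscle and heart contractile genes reach 1230.1 TPM, while no oenocyte gene lies to the right of the line.

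The paper gives 200 flies for each replicate on a standard diet at 25 °C. The submitters' notes give 100 to 200 nephrocytes and food with 6% sucrose, and do not say whether that number of cells is per replicate. Messenger RNA was reverse transcribed and the cDNA amplified with a low-input kit before sequencing. The authors mapped the reads with STAR 2.7.5c and estimated expression with RSEM 1.3.3 on a FlyBase annotation. RSEM divides reads that fit several genes among them, and the deposited tables give an expected count and a TPM value for each of 17768 genes in each library. Expected counts summed to 8801238, 7808930 and 8797916 in libraries 1, 2 and 3. TPM was used as deposited, and a gene at 1 TPM or more in every library was called detected. The counts are reads of amplified cDNA, so limits derived from them cover counting error only. The typical spread of a gene between libraries was 25.7% (edgeR's common biological coefficient of variation, 7258 genes), and 18.7% without replicate 2. No pair of libraries was a repeated deposit, as chi-square per degree of freedom was 36.4 to 89.2 for the 3 pairs, where sampling noise alone gives about 1. In library 2 long transcripts were lower, with a median log2 ratio to the mean of libraries 1 and 3 of -0.91 in the longest eighth of 7250 genes and 0.14 in the shortest.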

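*Act57B* and *Act5C* were the most abundant actin transcripts in adult nephrocytes, at 2212 ± 1288 and 1562 ± 229 TPM (SD, n = 3 libraries). *Act42A* and *Act87E* followed at 329 ± 49.9 and 237 ± 151 TPM (SD, n = 3). *Act79B* and *Act88F* were at 0.90 ± 0.31 and 0.13 ± 0.15 TPM (SD, n = 3). In each library, both *Act57B* and *Act5C* exceeded both *Act42A* and *Act87E*. The smallest of these differences was 4.92-fold in library 1, 2.18-fold in library 2 and 4.94-fold in library 3. *Act57B* and *Act5C* together made up 86.5 ± 2.1% of the TPM of the 6 actins (SD, n = 3). How much of the actin RNA came from muscle or heart material, whose genes were also abundant, is not known from these libraries.

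**Figure D2:**
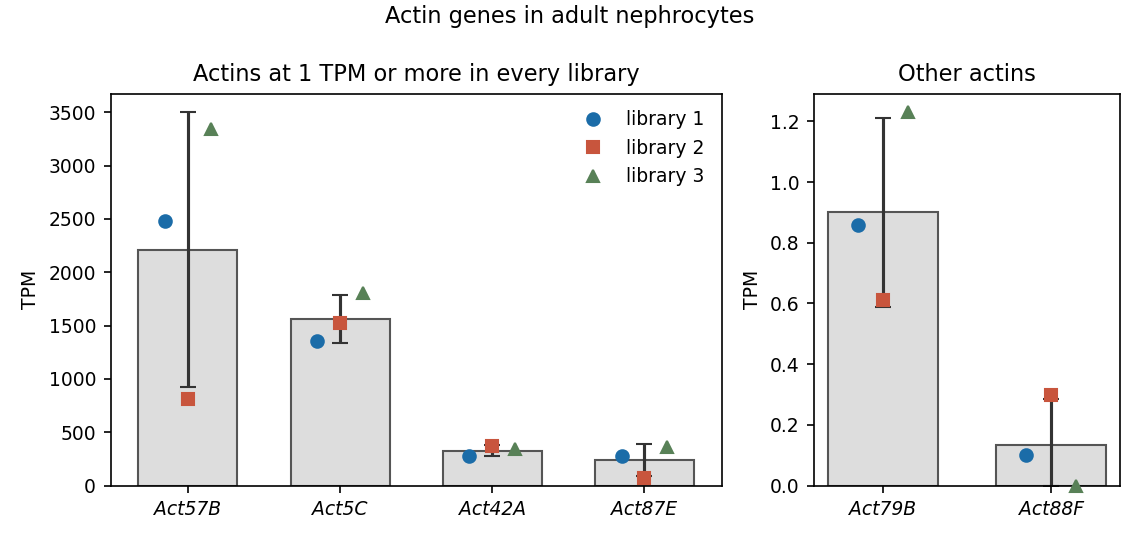
TPM of the 6 actin genes in adult nephrocytes, on a linear axis for each panel. Bars are means of 3 libraries, error bars are SD (cut at 0), and points are single libraries. *Act57B* lies at 813 TPM in library 2 and at 2477 and 3347 TPM in libraries 1 and 3, while *Act5C* lies between 1352 and 1806 TPM.

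The order of the 2 abundant actins was not settled by these libraries. *Act57B* was above *Act5C* in libraries 1 and 3 and below it in library 2. The log2 ratio of *Act5C* to *Act57B* was -0.28 ± 1.04 (SD, n = 3; p = 1 from an exact two-sided sign-flip permutation test, adjusted p = 1 over 15 pairs of actins). It was 0.011 without replicate 1, -0.88 without replicate 2 and 0.019 without replicate 3. With 3 libraries the smallest p this test can give is 0.25. For *Act5C* over *Act42A* and for *Act57B* over *Act87E*, each higher in 3 of 3 libraries, the exact test gave p = 0.25 (adjusted p = 0.288 over 15 pairs). In the BDGP6.54 annotation, *Act5C* (FBgn0000042) lies on chromosome X from 5900861 to 5905399 and has 5 transcripts. *Act57B* (FBgn0000044) lies on chromosome 2R from 20944021 to 20946431 and *Act42A* (FBgn0000043) on 2R from 6013910 to 6015689, each with 1 transcript. *Act87E* (FBgn0000046) lies on chromosome 3R from 13425983 to 13428375 and has 3 transcripts. Paralogs such as the actins can share reads, and how much sequence their transcripts share was not analysed here. All 18 expected counts of actins (6 genes in 3 libraries) were whole numbers within 0.005. From the levels in these libraries and in embryonic nephrocytes, which were not analysed here, the paper states that *Act5C* and *Act57B* were highly and *Act42A* and *Act87E* moderately expressed.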

We used RNAi knockdown to investigate the function of the individual actin genes in nephrocytes. Knockdown of *Act5C* resulted in the complete loss of nephrocytes, whereas no significant changes in nephrocyte numbers were observed when the other actin genes were silenced (Figure 2B, Supplementary Figure S1). However, nephrocyte size was significantly increased following *Act57B* or *Act87E* knockdown (Figure 2C). In addition, functional assays showed significantly reduced uptake of 10 kDa dextran in nephrocytes deficient in *Act42A*, *Act57B*, or *Act87E* (Figure 2D). Together these data show that all four nephrocyte-expressed actin genes are important for structure and function. However, the extent of damage due to deficiency is different for each actin, with nephrocytes completely absent following *Act5C* knockdown, indicating potentially divergent roles within nephrocytes.

### 3.3. Knockdown of Actin in Nephrocytes Results in Distinct Structural Defects

To investigate the structural relationship between the actin cytoskeleton and the SD, we co-labeled for Sns-mRuby (SD marker) and phalloidin (F-actin) in nephrocytes deficient in each of the three actin genes with nephrocytes remaining. At the cortical surface, *Act42A*-RNAi nephrocytes showed protein aggregates positive for both Sns and F-actin; *Act57B* knockdown led to an overall increase in F-actin accumulation, whereas *Act87E* RNAi nephrocytes displayed Sns aggregates and F-actin islands, suggesting a transportation defect (Figure 3A,A’). Aggregates are defined as circular localizations with higher fluorescent densities than the surrounding areas, indicated with asterisks. At the medial plane, *Act42A*-RNAi nephrocytes showed large stress fiber aggregates, whereas *Act57B* knockdown led to large pockets of Sns protein (Figure 3B,B’). Actin stress fibers are defined as fibrous densities in the subcortical regions of the nephrocyte in place of the actin pockets seen in controls, indicated by arrows. In most cases, Sns subcortical aggregates were seen to colocalize in the same area as actin stress fibers. Indeed, the SD density was significantly decreased when any of the actin genes were knocked down (Figure 3C). Moreover, while we found few cells with internalized Sns and none with stress fibers and among control nephrocytes, those with actin deficiencies showed significant numbers of cells with internalized Sns aggregates and actin stress fiber formation (Figure 3D,E). Notably, the percentage of nephrocytes with stress fibers was significantly higher in *Act42A*-IR than in *Act87E*-IR nephrocytes (Figure 3E). These findings demonstrate critical, yet varying, structural changes in the cytoskeleton and SD filtration structure of nephrocytes deficient in *Act42A*, *Act57B*, or *Act87E*, which are likely responsible for the reduced uptake function.

### 3.4. Temporal-Dependent Knockdown of Act5C Shows Significant Structural Defects

*Act5C*-RNAi resulted in complete absence of nephrocytes (Figure 2B, Supplementary Figure S1). Therefore, to study the structural relationship between the actin cytoskeleton and the SD in *Act5C*-deficient nephrocytes, we used a Gal80/Gal4 system that gives control of temporal and regional gene expression (TARGET [39,40]; Supplementary Figure S2A). Following one day of *Act5C*-deficiency, the typical Sns fingerprint-like pattern broke down, and after two days, thick subcortical stress fibers formed (Supplementary Figure S2B–D). Thus, Act5C is also required for the maintenance of the actin cytoskeleton in nephrocytes, which provides vital structural support for the SD.

### 3.5. Partial Functional Redundancy among Actin Genes in Nephrocytes

The protein sequences for the four actin genes expressed in nephrocytes are very similar (Supplementary Figure S3A,B). However, based on their sequences, the proteins can be divided into two subgroups: group 1, *Act5C* and *Act42A*; and, group 2, *Act57B* and *Act87E* (Figure 4A,B). Notably, each group contains one actin that is highly and one that is moderately expressed in nephrocytes (Figure 2A). 

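Within group 1, *Act5C* exceeded *Act42A* 4.92-fold, 4.11-fold and 5.29-fold in libraries 1, 2 and 3, a log2 ratio of 2.25 ± 0.19 (SD, n = 3). Within group 2, *Act57B* exceeded *Act87E* 9.03-fold, 11.4-fold and 9.15-fold, a log2 ratio of 3.29 ± 0.19 (SD, n = 3). Both ratios were many times larger than their spread between libraries. The balance between the groups varied more. Group 1 made up 37.1% of actin TPM in library 1, 68.2% in library 2 and 36.6% in library 3. Both members of group 2 were lower in library 2, by log2 values of -1.82 for *Act57B* and -2.15 for *Act87E* against the mean of libraries 1 and 3. The corresponding values of group 1 were -0.03 for *Act5C* and 0.28 for *Act42A*. Muscle contractile genes were also lower in library 2. Of the 13 detected, 12 were lowest in library 2 and 13 were highest in library 3, and their median log2 ratio of library 2 to the mean of libraries 1 and 3 was -1.29, below all 10000 random lists matched on expression. The most abundant of them, *Mlc2*, *Mlc1* and *wupA*, had log2 ratios from -1.20 (*Mlc2*) to -0.98 (*wupA*). The fall was larger for *up*, a troponin T gene, at -2.12, and for *Mhc*, the muscle myosin heavy chain gene, at -2.54, with 364, 92.1 and 790.2 TPM in libraries 1, 2 and 3. Library 2 was singled out after seeing the data. Random lists were drawn gene by gene, so for genes that vary together the percentiles only describe these libraries. Other gene lists were low in library 2 as well. The median log2 ratio was -0.74 for 12 integrin-linked adhesion genes, 9 of them lowest in library 2 (percentile 0.06 of matched random lists), -0.91 for integrin subunits (percentile 2.38), -0.72 for slit diaphragm genes (percentile 1.59) and -1.17 for 3 fat body genes (percentile 1.13). With each library's trend on transcript length removed, an adjustment chosen after seeing the data, the median was -1.20 for muscle genes (percentile 0), -0.32 for integrin-linked adhesion genes (percentile 0.43), -0.19 for integrin subunits (percentile 17.9), 0.02 for slit diaphragm genes (percentile 53.5) and -0.49 for fat body genes (percentile 3.05). The adjusted slit diaphragm median was the value of *rst*, a gene compared though not detected. Of the integrin-linked adhesion genes, 8 lay below the median of all genes after the adjustment, while *Fit1* was at 0.06 and *Ilk* at 0.01. Without the adjustment, genes of the mitochondrial genome were higher in library 2, at 0.22 (percentile 99.9). With the adjustment, nephrocyte genes were also in the upper 2.5% of random lists, at 0.30 (percentile 99.45). So were endocytosis genes at 0.15 (percentile 98.95) and heat shock genes at 0.27 (percentile 100). Without it these lists were not, at 0.09 (percentile 87.04), 0.06 (percentile 83.44) and 0.07 (percentile 89.62). The adjustment moved the long transcripts of *Piezo* from -0.004 to 0.74 and of *Cubn* from 0.39 to 1.02. After it, 3 of 7 nephrocyte genes still lay below the median of all genes. They were *Hand* (-0.15), *Klf15* (-0.02) and *tin* (-1.59).

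**Figure D3:**
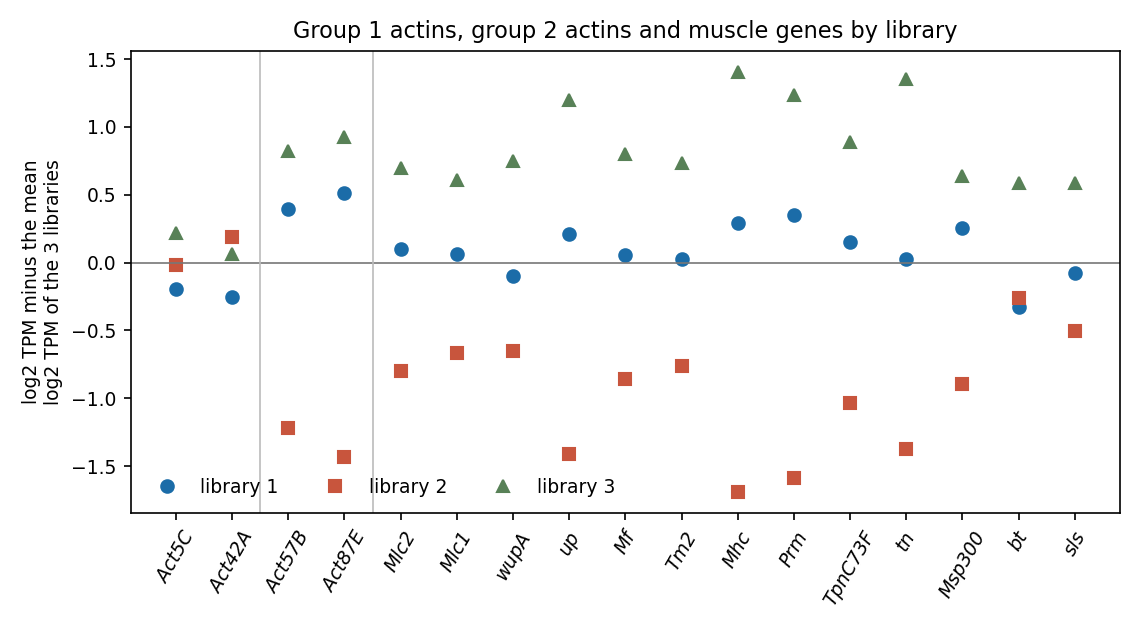
Expression of 4 actins and 13 muscle genes in each library, as log2 TPM minus the gene's mean log2 TPM over the 3 libraries. Points are single libraries, and vertical lines part group 1, group 2 and the muscle genes. *Act57B*, *Act87E* and all muscle genes except *bt* are lowest in library 2.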

We next tested whether there is functional redundancy between these actin genes. Expressing either *Act42A*-GFP (group 1) or *Act87E*-GFP (group 2) in *Act5C*-RNAi flies, which have no nephrocytes, restored the nephrocytes (Figure 4A). Compared to controls (Figure 4B), nephrocytes in both rescues displayed the SD component Sns at the cortical surface, but in a more punctate distribution rather than the typical fingerprint-like pattern (Figure 4C). The *Act42A* nephrocytes showed rough Sns distribution at the surface membrane, as well as Sns protein and actin aggregates in the cytoplasm, whereas *Act87E* showed more regular Sns localization at the surface membrane and less actin accumulated in the subcortical region (Figure 4D). These findings demonstrate partial functional redundancy between the different actin genes in nephrocytes, irrespective of group or expression level, indicating divergent specialized functions.

### 3.6. Integrin Is Strongly Associated with SD Structure and Nephrocyte Function

Integrins have been implicated in foot process effacement [50,51] and are known to closely interact with actins [5,52]. In nephrocytes, integrin(-beta) localized at the SD with Sns (Figure 5A,B). To test functional implications, we conducted an flp-out assay that generates knockdown nephrocytes (expressing RNAi and GFP) and control nephrocytes within the same fly (Supplementary Figure S4A). Integrin (alpha/beta) knockdown resulted in significantly reduced 10 kDa dextran uptake (Supplementary Figure S4B,C)). Structurally, at the cortical surface, both the SD and actin cytoskeleton were disrupted; this was more prominent with alpha-integrin knockdown (Figure 5C, Supplementary Figure S4D). After knockdown of either integrin, the cytoplasm showed Sns and actin aggregates (Figure 5D, Supplementary Figure S4E). Together, these data show the importance of integrins for the nephrocyte SD filtration structure and function.

### 3.7. Cytoskeleton, Integrin, and SD Interdependence

Next, we examined the possible interdependence of actin, integrin, and the SD. Knockdown of *Act87E* (lowest expressing actin gene) resulted in a near complete overlap between beta-integrin and Sns at the SD (white fluorescence; Figure 6A, Supplementary Figure S5A), while these are co-localized in an alternating pattern in control nephrocytes (Figure 6A, Supplementary Figure S5A). Furthermore, the *Act87E*-RNAi nephrocytes contained integrin and Sns aggregates in their cytoplasm (Figure 6B, Supplementary Figure S5B). 

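In adult nephrocytes of control flies, *Act87E* was lowest of the 4 detected actins by its mean, and library 2 set its distance from *Act42A*. In library 1 *Act87E* and *Act42A* were at 274.4 and 274.6 TPM, a ratio of *Act42A* to *Act87E* of 1.00. In library 2 the ratio was 5.22, with *Act87E* at 71.2 TPM and *Act42A* at 372 TPM. In library 3 it was 0.93, with *Act87E* at 366 TPM above *Act42A* at 342 TPM. The log2 ratio was 0.76 ± 1.41 (SD, n = 3; p = 0.75 from an exact two-sided sign-flip permutation test, adjusted p = 0.804 over 15 pairs of actins), so the difference was smaller than its spread between libraries. Without replicate 2 it was -0.049. *Act87E* was also below *Act5C* in every library, by 4.93-fold, 21.5-fold and 4.94-fold. Expression in *Act87E*-RNAi flies was not analysed here.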

Deficiency for SD components, Sns or polychaetoid (Pyd; *Drosophila* homolog for ZO-1), resulted in integrin and actin aggregates at the cortical surface. However, a semblance of the fingerprint-like pattern was still detected following *sns*-RNAi (Figure 6C, Supplementary Figure S5C). Both showed severely disrupted localization of integrin and actin, with proteins found throughout the cytoplasm (Figure 6D, Supplementary Figure S5D). These data indicate a highly regulated system and interdependence between SD components, integrin subunits, and the actin cytoskeleton.

## 4. Discussion

This study describes the relationship between the nephrocyte SD, actin cytoskeleton, and integrins (Figure 7). Its data demonstrate that in typical nephrocytes the actin cytoskeleton supports, or cups, the entire lacunar channel, putting it in position to facilitate dynamic changes when needed. Integrin was located at the cortical surface alongside the SD marker Sns, indicating its importance for the filtration structure (Figure 7: Control). Indeed, nephrocytes deficient in either integrin subunit (alpha/beta) showed marked accumulation of actin stress fibers, internalized Sns, and loss of the distinct SD fingerprint-like pattern (Figure 7: *integrin-*IR). Nephrocytes deficient in SD components displayed actin stress fibers with internalized integrin when deficient in Pyd, but less so for Sns, as well as circular patterns of actin and integrin at the cortical surface, indicating loss of SD structural integrity (Figure 7: *sns-*IR). Finally, actin deficiency resulted in nephrocytes with cytoplasmic aggregates of SD components and integrin, while at the surface mis-localized SD components formed circular rather than a fingerprint-like pattern, evident of a severely disrupted filtration structure (Figure 7: *Act42A*-IR; *Act57E*-IR; *Act87E*-IR). In an extreme case (*Act5C*-RNAi), all nephrocytes were lost.

Together the findings indicate a high level of interdependence among the SD, actin cytoskeleton, and integrin in nephrocytes. The importance of the actin cytoskeleton and its regulators for SD formation and maintenance has been well-established in cultured human podocytes, mice, and *Drosophila* [48,53,54,55], as is its role during foot process effacement [5,8,56,57]. The reverse has been demonstrated as well, that is, Neph1 (Kirre in fly) and nephrin (Sns in fly) directly interact to facilitate actin polymerization at the plasma membrane and to recruit adapters like ZO-1 (Pyd in fly) to organize the cytoskeleton [48,58,59]. Integrins are transmembrane receptors that mediate the attachment of podocytes at the basement membrane, which is crucial to maintain the structural integrity of the glomerulus [24,50,51]. Findings in cultured human podocytes, mice, and *Drosophila* have shown that integrin activity is mediated by nephrin, and that it is important in maintaining the filtration barrier [24,60]. Furthermore, Integrin-linked kinase (ILK) acts at the intersection of the podocyte actin cytoskeleton and contact with the basement membrane [61]. ILK regulates the localization of nephrin (Sns in fly) and alpha-actinin-4 and, as such, is important in maintaining the SD and intrinsically linking integrin with the SD [22]. Notably, beta-integrin deficiency was shown to lead to proteinuria preceding disruption of the cytoskeleton, as well as podocyte detachment and apoptosis [22,62,63], whereas ectopic expression disrupted cell–cell adhesion, the cytoskeleton, and SD integrity [26]. We observed that integrin colocalized with Sns at the SD in an alternating fashion along the fingerprint-like cortical pattern. When either an SD component or an actin was deficient, the distribution changed to a near complete colocalization of integrin and Sns (Figure 6A,B). This colocalization extended into the cytoplasm, where we observed a high level of concordance between cytoplasmic aggregates containing integrin, Sns, and actin. This suggests that the amount of integrin expressed is integral in both the formation of the SD and the actin cytoskeleton. Moreover, the lack of any of the components—integrin, SD, actin—can result in the cytoplasmic aggregation of all three. The process behind this remains unclear and will be a subject for future studies.

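At 1 TPM in every library, *Act5C*, *Act57B*, *Act42A* and *Act87E* were the 4 actins detected in adult nephrocytes, among 7193 genes. The same 4 were detected at 5 and at 10 TPM, where 5596 and 4512 genes remained. *Act79B* was supported by 9, 6 and 12 expected counts in libraries 1, 2 and 3, above the 3 counts that a count of 0 allows, and it entered as a 5th actin at thresholds of 0.5 and 0.1 TPM. *Act88F*, the actin of flight muscle, had 1, 3 and 0 expected counts, so its expression was not detectable at this depth. For *Act88F*, 3 counts correspond to 0.293, 0.295 and 0.295 TPM in the 3 libraries. By contrast, *Act87E* in library 2, the lowest value among the 4, rested on 712 expected counts.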

Four actin-encoding genes were expressed in nephrocytes, and each played a significant role in its cytoskeleton. While loss of any of the actin genes severely disrupted the SD structure and reduced its function, silencing of individual actin genes led to different phenotypes, suggesting that even though their actin proteins have highly similar amino acid sequences, the subtle differences among them leads to distinct roles in actin cytoskeleton formation. Loss of *Act5C* led to completely absent nephrocytes, suggesting that Act5C is a fundamental component of the actin cytoskeleton, crucial for nephrocyte development. Deficiency for any of the other three actin genes did not lead to nephrocyte loss, but did result in variations in cell size, mis-localized SD components, SD disruption, and actin stress fiber formation; this suggests that they have important, albeit different, roles in shaping the nephrocyte cytoskeleton. However, the lost nephrocytes due to *Act5C* knockdown, returned and were largely functional following expressing of *Act42A* or *Act87E*, indicating significant partial functional redundancy. The genes associated with nephrotic syndrome are highly conserved and many have been functionally validated in fly models, including the large portion that encode actin cytoskeleton-related and SD components [14,15]. Therefore, a better understanding of the nephrocyte actin cytoskeleton and its interacting partners, such as the SD and integrin, is essential to unravel the pathomechanisms that underly genetic mutations nephropathy.

## Figures and Tables

**Figure 1:**
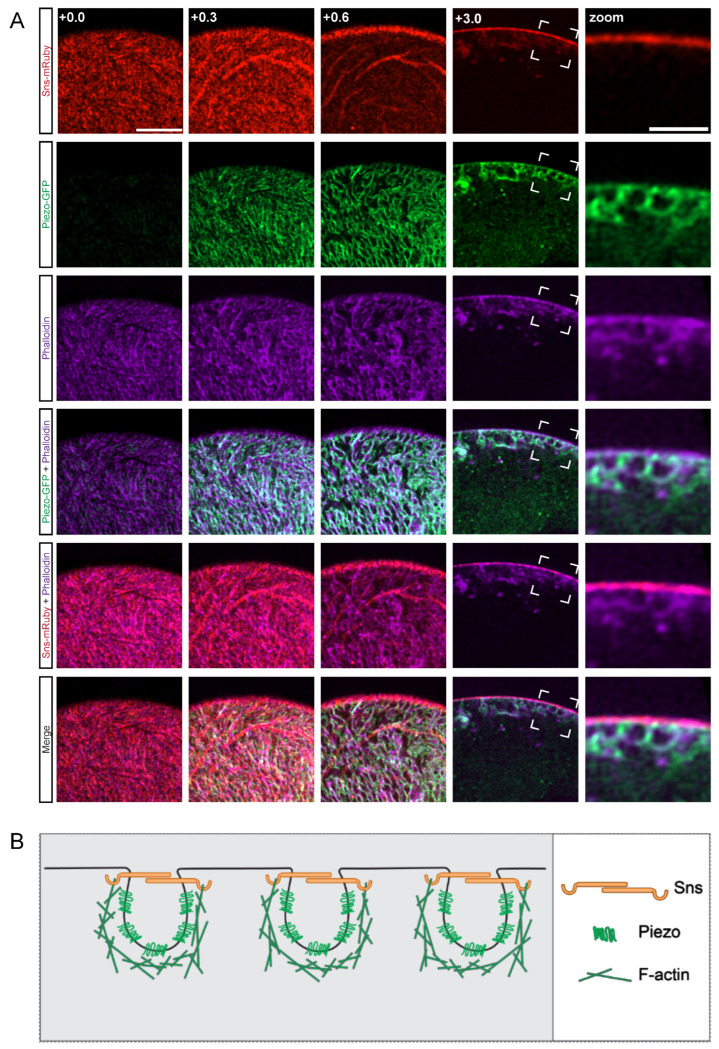
**Actin cytoskeleton encloses Piezo below the SD filtration structure.** (**A**) Shown are representative confocal images of *Klf15*-Gal4, *sns*-mRuby3/UAS-GFP-*Piezo* nephrocytes (1-day-old, female). The columns show the cortical and subcortical regions of z-stacks separated by 0.3 µm (+0.0; +0.3; +0.6) and the medial view (+3.0). Box indicates the magnified image (zoom) to show the plane at which actin (phalloidin), Piezo, and sticks and stones (Sns-mRuby3) intersect directly beneath the membrane surface. Sns-mRuby3 is in red, Piezo-GFP is in green, Phalloidin is in purple. Scale bars: (cortical/subcortical) 5 µm; (zoom) 2 µm. (**B**) Proposed model depicting the localization and interaction of the actin cytoskeleton (F-actin), the SD (Sns), and the lacunar channel (lined by Piezo) in a typical nephrocyte.

**Figure 2:**
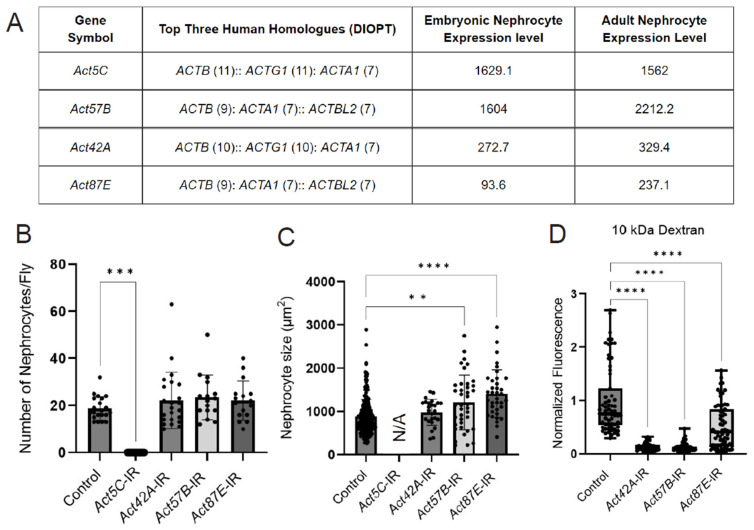
**Knockdown of nephrocyte actin genes results in disrupted nephrocyte morphology and function.** (**A**) Table displays RNA-seq data for actin genes in typical *Drosophila* nephrocytes (GSE168774; GSE266297), ranked by expression level in adult nephrocytes. DIOPT, DRSC integrated ortholog prediction tool (version 9.1) [49] to identify homologs among species. Embryonic nephrocyte expression levels given in counts per million (CPM). Adult nephrocyte expression levels provided in transcripts per million (TPM) and ranking out of 15,000 genes. (**B**) Quantification of nephrocyte number. Note: no nephrocytes were observed in *Act5C*-IR (RNAi) flies. Statistical analysis: Kruskal–Wallis test; ***, *p* < 0.001. *Klf15*-Gal4 was used as a control, which also applies in panels (**C**,**D**). (**C**) Quantification of nephrocyte size in 1-day-old female flies (see (**C**), for details on flies). Statistical analysis: Kruskal–Wallis test; **, *p* < 0.01; ****, *p* < 0.0001. Note, since no nephrocytes were left in *Act5C*-IR (RNAi) flies, cell size could not be determined. (**D**) Quantification of 10 kDa dextran uptake assays in nephrocytes from 1-day-old female flies (see Figure S1, for details on flies). Statistical analysis: Kruskal–Wallis test; ****, *p* < 0.0001.

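By mean TPM, *Act57B* ranked 55th and *Act5C* 94th among the 17768 genes in the tables for adult nephrocytes. *Act42A* ranked 451st and *Act87E* 585th, so all 4 were within the top 3.29% of listed genes. *Act79B* ranked 7756th and *Act88F* 9198th. Ranks moved between libraries. *Act57B* ranked 43rd, 195th and 23rd in libraries 1, 2 and 3, and *Act87E* 515th, 1471st and 429th. *Act5C* stayed between 81st and 115th, and *Act42A* between 389th and 514th. In CPM computed from the expected counts, which are not corrected for transcript length, the order was the same. There *Act57B* ranked 32nd, *Act5C* 40th, *Act42A* 424th and *Act87E* 621st. Of the listed genes, 10450 had a count in at least 1 library.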

**Figure 3:**
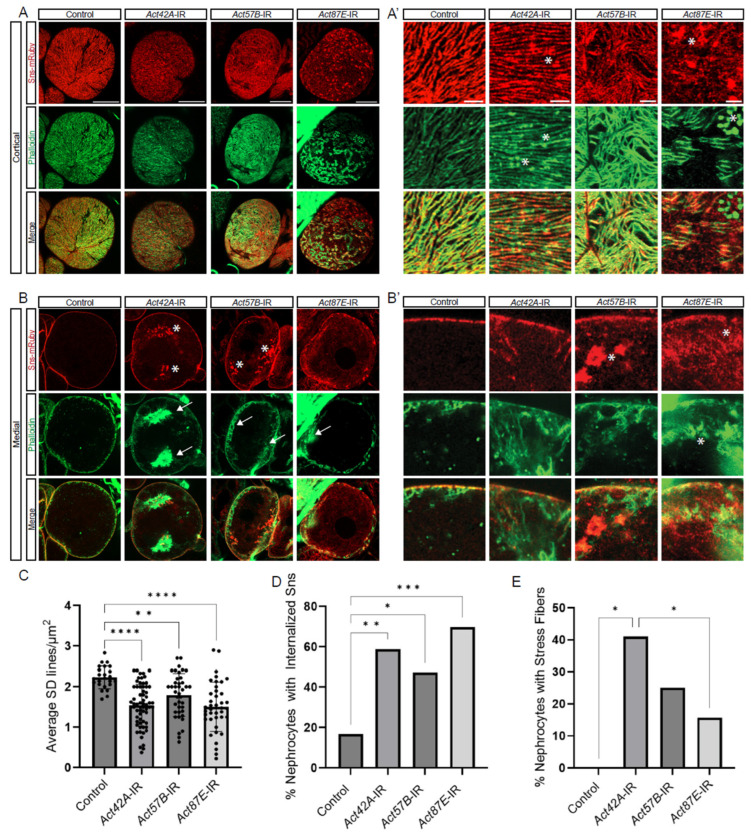
**Distinct roles for different actin genes in maintaining the cytoskeleton and SD structures.** (**A**,**A’**,**B**,**B’**) Fluorescent confocal images of Control, *Act42A*-IR (RNAi), *Act57B*-IR, and *Act87E*-IR nephrocyte SD (Sns-mRuby) and actin cytoskeletons (phalloidin). Sns-mRuby3 is in red, Phalloidin is in green. Whole cell cortical views (**A**) alongside magnified cortical views (**A’**); whole cell medial views (**B**) alongside magnified medial views (**B’**). Asterisks (*) indicate aggregations, arrows indicate actin stress fibers. Scale bars: (**A**) 20 µm; (**A’**) 5 µm; (**B**) 20 µm; (**B’**) 5 µm. (**C**) Graph shows SD cortical density based on the average Sns-mRuby fluorescent peaks. Values reflect the number of SD lines per cortical region (µm^2^). Five flies were collected per genotype, in which 3 nephrocytes were analyzed. Statistical analysis: Kruskal–Wallis test; **, *p* < 0.01; ****, *p* < 0.0001. (**D**) Quantification of internalized sticks and stones (Sns-mRuby) based on the medial plane. Values represent percent nephrocytes with visible internalized Sns of total nephrocytes for that genotype. Nephrocyte numbers analyzed were 13 for control, 39 for *Act42*-RNAi, 52 for *Act57B*-RNAi, and 51 for *Act87E*-RNAi flies Statistical analysis: Kruskal–Wallis test; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. (**E**) Quantification of actin stress fibers based on the medial plane. Values represent the percent nephrocytes with visible actin stress fibers of total nephrocytes for that genotype. Nephrocyte numbers analyzed were 24 for control, 51 for *Act42A*-RNAi, 36 for *Act57B*-RNAi, and 33 for *Act87E*-RNAi flies. Statistical analysis: Kruskal–Wallis test; *, *p* < 0.05.

**Figure 4:**
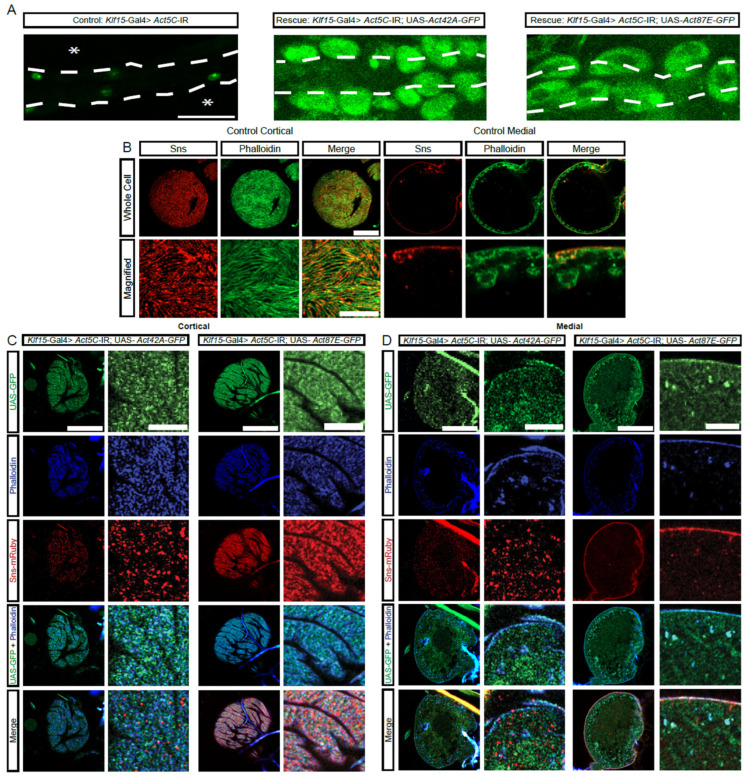
Actin from distinct protein sequence group can rescue the nephrocyte phenotype caused by deficient actin from a different group. (**A**) Representative images of heart tubes (dashed outline) and adjacent nephrocytes (1-day-old, female) from *Klf15*-Gal4, *Hand*-GFP> *Act5C*-IR flies (asterisks indicate missing nephrocytes; control) crossed with UAS-*Act42A*-GFP (group1) or UAS-*Act87E*-GFP (group 2). *Hand*-GFP, green fluorescence visualized nephrocytes. Scale bar: 50 µm. (**B**) Representative control nephrocyte with cortical and medial views. Phalloidin stains F-actin in green, Sns-mRuby3 is shown in red. Scale bars: 20 µm; (magnified) 5 µm. (**C**) Representative confocal images of the cortical surface of nephrocytes from the flies in (**A**). Phalloidin stains F-actin blue, Sns-mRuby3 is shown in red, GFP is in green. Scale bars: 20 µm; (zoom) 5 µm. (**D**) Representative confocal images of the medial plane of nephrocytes from the flies in (**A**). Phalloidin stains F-actin in blue, Sns-mRuby3 is shown in red, GFP is in green. Scale bars: 20 µm; (zoom) 5 µm.

**Figure 5:**
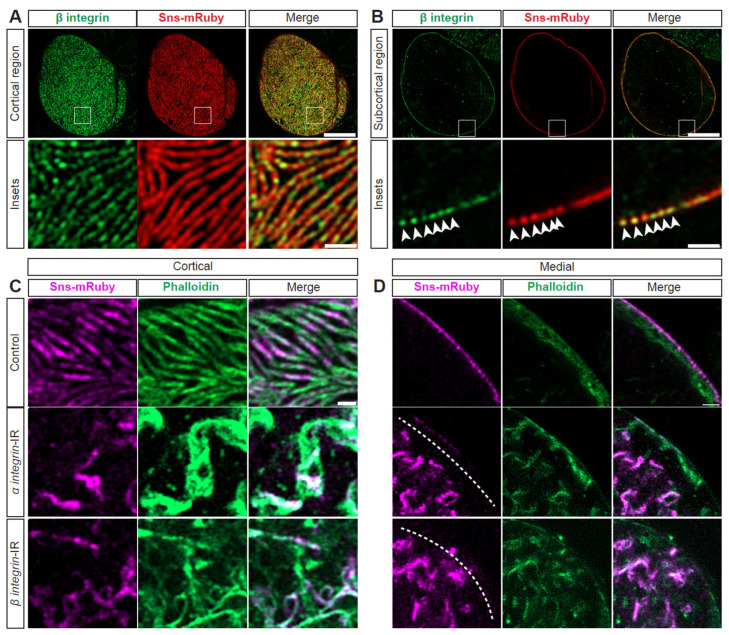
**SD structure and function depend on integrin.** (**A**) Representative confocal images of cortical surface of nephrocytes from *Klf15-*Gal4, *sns-*mRuby3/+ flies (1-day-old, female). Boxed area shown magnified below (insets). Scale bars: 10 µm; (insets) 1 µm. (**B**) Representative confocal images of the medial plane of nephrocytes from *Klf15-*Gal4, *sns-*mRuby3/+ flies (1-day-old, female). Boxed area shown magnified below (insets). Arrow heads point to the dots that show Beta-integrin and Sns-mRuby3 fluorescence. Scale bars: 10 µm; (insets) 1 µm. (**C**) Representative confocal images of the magnified cortical surface of nephrocytes from control (*Klf15-*Gal4, *sns-*mRuby3/+), *alpha-integrin*-IR (*mew* RNAi), and *beta-integrin*-IR (*mys* RNAi) flies (1-day-old, females). Dashed line outlines the nephrocyte. Scale bar: 1 µm. (**D**) Representative confocal images of the magnified medial plane of nephrocytes from control (*Klf15-*Gal4, *sns-*mRuby3/+), *alpha-integrin*-IR (*mew* RNAi), and *beta-integrin*-IR (*mys* RNAi) flies (1-day-old, females). Dashed line outlines the nephrocyte. DAPI stain used to visualize the nucleus. Scale bar: 1 µm.

**Figure 6:**
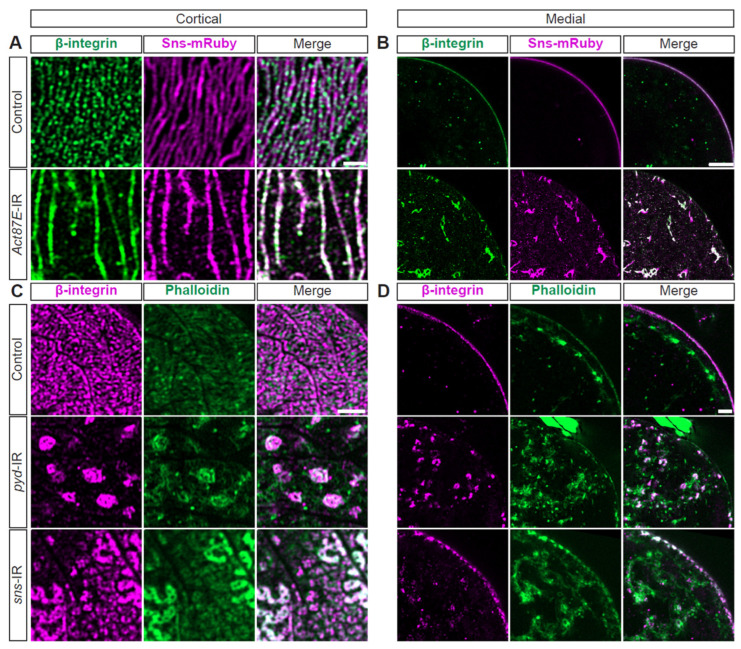
**Actin cytoskeleton, integrin, and SD structures are interdependent.** (**A**) Representative confocal images of magnified cortical surface of nephrocytes from control (*Klf15-*Gal4, *sns-*mRuby3/+) and *Act87E*-IR (RNAi) flies (1-day-old, female). Scale bars: 1 µm. (**B**) Representative confocal images of magnified medial view of nephrocytes from control (*Klf15*-Gal4, *sns*-mRuby3/+) and *Act87E*-IR (RNAi) flies (1-day-old, female). Scale bars: 1 µm. (**C**) Representative confocal images of magnified cortical surface of nephrocytes from control *(Klf15*-Gal4, *sns*-nRuby3/+), *pyd*-IR (RNAi), and *sns*-IR (RNAi) flies (1-day-old, female). Scale bars: 1 µm. (**D**) Representative confocal images of magnified medial views of nephrocytes from control *(Klf15*-Gal4, *sns*-mRuby3/+), *pyd*-IR (RNAi), and *sns-*IR (RNAi) flies (1-day-old, female). Scale bars: 1 µm.

**Figure 7:**
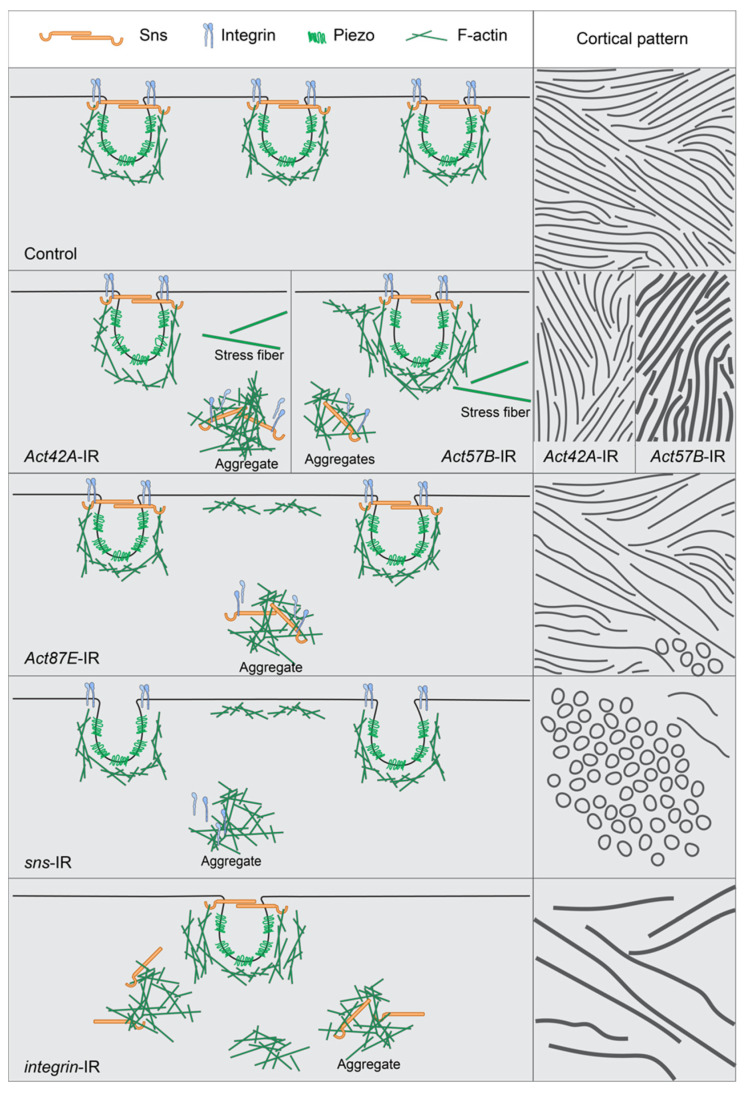
Model showing interdependence of slit diaphragm, integrin, and actin cytoskeleton when a single component is knocked down. This figure shows the normal distribution of the slit diaphragm (sns), the lacuna channel (piezo), integrin (alpha and beta subunits), and actin cytoskeleton (F-actin) in a control nephrocyte. It also models what appears to happen in the nephrocyte when either an actin, slit diaphragm, or integrin gene is no longer expressed, specifically how the remaining components accumulate cortically to create ring structures or subcortically to create aggregates or stress fibers. The left column shows a medial view while the right column shows a cortical view, with both the lines and the circles indicating the overall sns/integrin/actin interaction. Row 1 = Control, row 2 = split between *Act42A*-IR and *Act57B*-IR, row 3 = *Act87E*-IR, row 4 = *sns*-IR, and row 5 = *integrin*-IR.

## Data Availability

All source data for RNA-seq, including sequence reads and expression matrices, have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession numbers: embryonic RNA-seq [35], GSE168774; and, adult low input RNA-seq, GSE266297 (see Section 2). All other relevant data can be found within the article and its supplementary information. The materials that support the findings of this study are available from the corresponding authors upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13161350/s1, Figure S1: Knockdown of nephrocyte actin genes results in disrupted nephrocyte number and size; Figure S2: Act5C required for maintaining the cytoskeleton and SD structures; Figure S3: Amino acid alignment for Actin proteins with genes expressed in *Drosophila* nephrocytes or human podocytes; Figure S4: SD structure and function depend on integrin; Figure S5: Actin cytoskeleton, integrin, and SD structures are interdependent.

# Supplementary material for: Actin Cytoskeleton and Integrin Components Are Interdependent for Slit Diaphragm Maintenance in Drosophila Nephrocytes
**Source:** Cells. 2024 Aug 14;13(16):1350. doi: 10.3390/cells13161350

SUPPLEMENTARY FILES

Actin cytoskeleton and integrin components are interdependent for slit diaphragm maintenance in *Drosophila* nephrocytes — Delaney et al.

SUPPLEMENTARY METHODS

***Drosophila* husbandry**

Fly lines were maintained on a standard diet (Meidi Laboratories, MD), at 25°C under a 12h:12h light:dark cycle. *Drosophila* stocks were obtained from the Bloomington Drosophila Stock Center (BDSC, IN): UAS-*Act5C*-IR (BDSC_42651), UAS-*Act42A*-IR (BDSC_50625), UAS-*Act57B*-IR (BDSC_31551), UAS-*Act87E*-IR (BDSC_42652), UAS-*Act5C*-GFP (BDSC_9258), UAS-*Act42A*-GFP (BDSC_9251), UAS-*Act57B*-GFP (BDSC_9256), UAS-*Act87E*-GFP (BDSC_9249), UAS-GFP-*Piezo* (BDSC_58773), UAS-*mew*-IR (BDSC_44553), UAS-*mys*-IR (BDSC_27735), UAS-*sns*-IR (BDSC_64872), UAS-*pyd*-IR (BDSC_28920), tub-Gal80^{ts}/TM2 (BDSC_7017), tub-Gal80^{ts}; TM2/TM6B (BDSC_7108), *w*¹¹¹⁸ (BDSC_3605); and the Vienna Drosophila Resource Center (VDRC, Vienna, Austria): UAS-*Act5C*-IR (VDRC_101438), UAS-*Act42A*-IR (VDRC_104731), UAS-*Act57B*-IR (VDRC_102129), and UAS-*Act87E*-IR (VDRC_102480). The following are in-house fly stocks: *Hand*-GFP, *hs-Flp*¹²²; UAS-*Flp*; *Act5C*>*stop*>Gal4, UAS-GFP¹; and If/CyO.

Generation of *Drosophila* *Klf15*-Gal4 line

To generate the *Klf15*-Gal4 transgenic line, a 2.1 kb *Klf15* promoter region was PCR amplified and cloned into the pPTGAL vector between the EcoRI and BamHI restriction sites. The plasmid was sequence verified. Microinjection was performed by Rainbow Transgenic Flies (CA).

Knock-in mRuby3 tag at the C-terminal of Sns

Transgenic *sns*-mRuby3 flies carry an mRuby3 tag at the C-terminal of endogenous Sns. The line was commercially generated by FunGene (Jiangsu, China). SnsKI-sg1 and SnsKI-sg2 gRNAs were generated using in vitro transcription (T7 RiboMAX kit; P1320; Promega, WI). The transcripts were purified by phenol-chloroform extraction and isopropanol precipitation. Cas9 mRNA in vitro transcription was carried out using plasmid MLM3613 (plasmid 42251; Addgene, MA), while the pBluescript SK vector (pBS) was used as the backbone for donor plasmid construction. Using genomic DNA of the injection stock, the 5' and 3' homology arms were amplified and linked to the pBS backbone (Gibson assembly kit; E2611L; NEB, MA). This pBS-*sns*-arm was linearized by PCR and linked to the mRuby3 cassette (Gibson assembly kit; E2611L; NEB, MA), resulting in the final donor construct: pBS-*sns*-mRuby3. The gRNA, Cas9 mRNA, and donor pBS-*sns*-mRuby3 were injected into *w*¹¹¹⁸ flies. In house, PCR was performed to validate the mRuby3 insertion.

Immunocytochemistry

Female adult (1-day-old) flies were rinsed in 95% ethanol and transferred to 1xPBS. The *Drosophila* abdomen was cut open to remove intestine, Malpighian tubules, fat bodies, and ovaries. The resulting dorsal cuticles of the abdomen (with nephrocytes and heart tube attached) were fixed in 4% PFA for 1 hr at room temperature. The specimens were washed three times in 1xPBST for 15 min (0.2% Triton-x 100 in 1xPBS), then blocked in blocking buffer (1% bovine serum albumin in 1xPBST) for 1 hr. Primary antibodies were diluted in the blocking buffer and incubated overnight at 4°C, then washed in 1xPBST three times for 15 min each, followed by incubation with secondary antibodies for 2 hrs at room temperature. The samples were then incubated with phalloidin (Alexa Fluor 488 phalloidin; 1:100; A12379; Invitrogen, CA) diluted in blocking buffer for 4 days at 4°C. The following antibodies were used: Mouse monoclonal anti-Pyd (1:100; RRID:AB_2618043; Developmental Studies Hybridoma Bank, IA), anti-Mys (1:100;

CF.6G11, RRID_AB_528310; Developmental Studies Hybridoma Bank, IA), and goat anti-mouse Alexa Fluor 488 (1:500; A11011, RRID:AB_143157; Invitrogen, CA). DAPI (0.5 mg/ml in PBST; D1306; Thermo-Fisher-Scientific, MA) was used to visualize the nuclei. Following antibody incubations, the samples were washed in 1xPBST three times for 15 min each, once with 1xPBS for 15 min, then mounted using Vectashield antifade mounting media (H-1000; Vector Laboratories, CA). Images were obtained using a ZEISS LSM900 confocal microscope with 63× Plan-Apochromat 1.4 N.A. oil objective under Airyscan mode and ZEN blue edition (version 3.0) acquisition software. Representative images have been shown in the figures. For quantitative comparison of fluorescence intensities, settings for the control were chosen to avoid oversaturation (using range indicator in ZEN blue), then applied across images for all samples within an assay. ImageJ² was used for image processing (version 2.9.0/1.53t; National Institutes of Health, MD).

RNA-seq embryonic and adults nephrocytes

Embryonic RNA-seq data (GSE168774; can also be accessed through the Single Cell Portal at <https://singlecell.broadinstitute.org/>) was carried out previously³. For the adult low input RNA-seq (GSE266297), the flies (*Hand*-GFP; *Klf15*-Gal4, UAS-RFP/CyO) were maintained on a standard diet (Meidi Laboratories, MD), at 25°C under a 12h:12h light:dark cycle. Nephrocytes from adult flies (4-day-old females; 3 replicates of 200 flies each) were dissected in artificial hemolymph (108 mM Na⁺, 5 mM K⁺, 2 mM Ca²⁺, 8 mM MgCl₂, 1 mM NaH₂PO₄, 4 mM NaHCO₃, 10 mM sucrose, 5 mM trehalose, and 5 mM HEPES; pH 7.1) at room temperature. Large, GFP-and RFP-positive cells were sorted by flowcytometry (BD Aria II; University of Maryland Greenebaum Comprehensive Cancer Center Flow Cytometry Shared Service). Following RNA was collected and cDNA libraries were prepared using the SuperScript IV Single Cell/Low-Input cDNA PreAmp Kit (Thermo-Fisher-Scientific, MA). Then, sequencing on a NovaSeq platform (Illumina, CA) was carried out by Psomagen (Rockville, MD). We mapped the short reads on to the *Drosophila*

genome using STAR aligner 2.7.5c ⁴, then quantified the RNA-seq reads using RSEM 1.3.3 ⁵; based on *Drosophila* gene annotation 6.28 from FlyBase (Berkeley Drosophila Genome Project (BDGP) Release 6).

Nephrocyte number and size quantifications

Nephrocytes from 1-day-old adult female flies were dissected in 1xPBS, followed by fixation (1 hr) in 4%PFA, and imaged using a ZEISS LSM900 confocal microscope 20× Plan-Apochromat 0.8 N.A. air objective. The number of nephrocytes present in the image were then counted, and cell sizes were determined using the area measurement function using Fiji software ² (version 2.9.0; National Institutes of Health, MD).

10 kD dextran or 70 kD dextran uptake

Nephrocyte functional assays were performed ex vivo at room temperature. *Drosophila* females (1-day-old adults) were dissected in Schneider's Drosophila Medium (Thermo-Fisher-Scientific, MA), then incubated for 20 min in a 10 kD Texas Red-dextran solution (0.05 mg/mL; D1828; Invitrogen, CA) in Schneider's Drosophila Medium (Thermo-Fisher-Scientific, MA), or alternatively, incubated for 1 min in a 70 kD Texas Red-dextran solution (0.25 mg/mL; D1864; Invitrogen, CA) in Schneider's Drosophila Medium (Thermo-Fisher-Scientific, MA). Following dextran uptake, the specimens were washed with Schneider's Drosophila Medium (Thermo-Fisher-Scientific, MA) twice, then fixed using 4% paraformaldehyde (PFA) for 60 min. Finally, the fixed specimens were washed three times for 5 min each with 1x phosphate buffered saline (1xPBS; pH 7.4) and mounted using Vectashield antifade mounting medium (H-1000; Vector Laboratories, CA). Images were obtained using a ZEISS LSM900 confocal microscope with 20× Plan-Apochromat 0.8 N.A. air objective and ZEN blue edition (version 3.0) acquisition software. For quantitative comparison of fluorescence intensities, settings for the control were chosen to avoid oversaturation (using range indicator in ZEN blue), then applied across images for all samples

within an assay. Image J ² was used for image processing (version 2.9.0/1.53t; National Institutes of Health, MD).

Sns-mRuby3 and phalloidin quantifications

Since both *Klf15*-Gal4 and *sns*-mRuby3 are located on the 2nd chromosome, *Klf15*-Gal4 female virgin flies were crossed with *sns*-mRuby3 male flies, the progeny female virgins were crossed with *lf*/CyO to create a stable stock of [*Klf15*-Gal4, *sns*-mRuby3/CyO]. These female virgins were then crossed with *w*¹¹¹⁸, *Piezo*-IR, *Act5C*-IR #1, *Act5C*-IR #2, *Act42A*-IR #1, *Act42A*-IR #2, *Act57B*-IR #1, *Act57B*-IR #2, *Act87E*-IR #1, *Act87E*-IR #2, *mew*-IR (encodes α -integrin subunit), or *mys*-IR (encodes β -integrin subunit). The nephrocytes from 1-day-old females were then stained according to the immunochemistry protocol detailed above and imaged using the ZEISS LSM900 confocal microscope with 63 $\times$ Plan-Apochromat 1.4 N.A. oil objective under Airyscan mode and ZEN blue edition (version 3.0) acquisition software. For stress fibers and SD internalization, the number of nephrocytes with stress fibers (any cytoplasmic actin structure, based on phalloidin stain) were manually counted. Nephrocytes numbers analyzed were 13 for control, 39 for *Act42*-RNAi, 52 for *Act57B*-RNAi, and 51 for *Act87E*-RNAi flies. To determine internalized Sns (based on the presence of distinct cytoplasmic Sns-mRuby) nephrocytes were manually counted: 24 for control, 51 for *Act42A*-RNAi, 36 for *Act57B*-RNAi, and 33 for *Act87E*-RNAi flies. For quantitative comparison of fluorescence intensities, settings for the control were chosen to avoid oversaturation (using range indicator in ZEN blue), then applied across images for all samples within an assay. Image J ² was used for image processing (version 2.9.0/1.53t; National Institutes of Health, MD). The average number of slit diaphragm lines (visualized by Sns-mRuby) were depicted via the Plot Profile software by utilizing a small section across the central area of the cortical membrane region. Nephrocytes from RNAi (-IR) flies were compared to SD patterns in control nephrocytes.

Tissue mosaic analysis

Flp-out clone ⁶ induction was performed as described previously ¹. In brief, *hs-Flp*¹²²; UAS-*Flp*; *Act5C>stop>Gal4*, UAS-*GFP* female virgins were crossed with α -*integrin*-IR and β -*integrin*-IR males. The embryos were collected within an eight-hour time window. At 24 hrs after larval hatching, a 10-minute heat shock was performed in a 37°C water bath, following which the larvae were maintained at 25°C. One-day-old female adults were subjected to 10 kD dextran functional assay (described above); GFP-positive nephrocyte clones and their neighboring nephrocytes were analyzed.

TARGET assay

Klf15-Gal4, *sns*-mRuby3 virgin female flies, were initially crossed with *tub*-Gal80^{ts}/TM2, located on chromosome 3. These virgin female flies were then crossed with *Klf15*-Gal4;*sns*-mRuby/*Act5C*-IR males, resulting in [*Klf15*-Gal4, *sns*-mRuby3/+; *tub*-Gal80^{ts}/*Act5C*-IR] flies. TARGET ^{7,8}: These flies were kept at 18°C until their offspring had reached 1-day adults. This allows for the Gal80 to be activated, which represses Gal4 activity. The 1-day-old adults were then transferred to 29°C for either one or two days, this temperature Gal80 gets inactivated, allowing the Gal4 to become active and knockdown the *Act5C* gene in the nephrocytes. Following this temperature switch, the flies were assayed and imaged as described above.

Actin protein sequence comparisons

Protein sequence were obtained from FlyBase ^{9,10} (version 2023_05: Dmel 6.54) for *Drosophila* and UniProt ¹¹ (release 2023_04) for human, then aligned using the Multiple Sequence Alignment (MSA) package ¹² in R ¹³ (version 4.3.1) using the Clustal Omega algorithm ¹⁴. Phylogenetic analysis were based on protein sequences and carried out using the Neighbor-Joining Tree

Estimation function from the Analyses of Phylogenetics and Evolution (APE) package ¹⁵ in R ¹³ (version 4.3.1).

Statistical analysis

Fiji software ² (version 2.9.0; National Institutes of Health, MD) was used to process the confocal images and to quantify the relative fluorescence intensity. The data sets were tested for normality using the Shapiro-Wilk test. Normally distributed data were analyzed by a two-tailed Student's t-test, a one-way ANOVA corrected with Tukey, or by a two-way ANOVA with Sidak correction. Non-normally distributed data were analyzed by a Mann-Whitney U test or a Kruskal-Wallis H test. $P < 0.05$ was considered significant. The data sets were plotted using GraphPad Prism9 software (version 9.5.1). The figures were arranged using Adobe Illustrator software (version 2022 26.2.1).

REFERENCES

1. Duan J, Zhao Y, Li H, Habernig L, Gordon MD, Miao X, et al.: Bab2 Functions as an Ecdysone-Responsive Transcriptional Repressor during *Drosophila* Development. *Cell Rep.* 32: 107972, 2020
2. Schneider CA, Rasband WS, Eliceiri KW: NIH Image to ImageJ: 25 years of image analysis. *Nat. Methods* 9: 671–675, 2012
3. Huang X, Fu Y, Lee H, Zhao Y, Yang W, van de Leemput J, et al.: Single-cell profiling of the developing embryonic heart in *Drosophila*. *Development* [Internet] 150: 2023 Available from: <http://dx.doi.org/10.1242/dev.201936>
4. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al.: STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29: 15–21, 2013

5. Li B, Dewey CN: RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 12: 323, 2011
6. Struhl G, Basler K: Organizing activity of wingless protein in *Drosophila*. *Cell* 72: 527–540, 1993
7. Matsumoto K, Toh-e A, Oshima Y: Genetic control of galactokinase synthesis in *Saccharomyces cerevisiae*: evidence for constitutive expression of the positive regulatory gene *gal4*. *J. Bacteriol.* 134: 446–457, 1978
8. McGuire SE, Le PT, Osborn AJ, Matsumoto K, Davis RL: Spatiotemporal rescue of memory dysfunction in *Drosophila*. *Science* 302: 1765–1768, 2003
9. Thurmond J, Goodman JL, Strelets VB, Attrill H, Gramates LS, Marygold SJ, et al.: FlyBase 2.0: the next generation. *Nucleic Acids Res.* 47: D759–D765, 2019
10. Larkin A, Marygold SJ, Antonazzo G, Attrill H, Dos Santos G, Garapati PV, et al.: FlyBase: updates to the *Drosophila melanogaster* knowledge base. *Nucleic Acids Res.* 49: D899–D907, 2021
11. UniProt Consortium: UniProt: The universal protein knowledgebase in 2023. *Nucleic Acids Res.* 51: D523–D531, 2023
12. Bodenhofer U, Bonatesta E, Horejš-Kainrath C, Hochreiter S: msa: an R package for multiple sequence alignment. *Bioinformatics* 31: 3997–3999, 2015
13. R Core Team (2021), R Foundation for Statistical Computing, Vienna, Austria: R: A language and environment for statistical computing [Internet]. Available from: <https://www.R-project.org/>
14. Sievers F, Wilm A, Dineen D, Gibson TJ, Karplus K, Li W, et al.: Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Mol. Syst. Biol.* 7: 539, 2011
15. Paradis E, Schliep K: ape 5.0: an environment for modern phylogenetics and evolutionary analyses in R. *Bioinformatics* 35: 526–528, 2019

SUPPLEMENTARY FIGURES

Supplementary Figure S1. Knockdown of nephrocyte actin genes results in disrupted nephrocyte number and size

Representative images of heart tubes (dashed outline) and adjacent nephrocytes (1-day-old, female) from *Klf15-Gal4*, *Hand-GFP* flies crossed with *Act5C-IR*, *Act42A-IR*, *Act57B-IR*, and *Act87E-IR* (RNAi) lines at 25°C. Control (*Klf15-Gal4*, *Hand-GFP>w¹¹¹⁸*). Asterisks indicate missing nephrocytes. Scale bar: 50 µm.

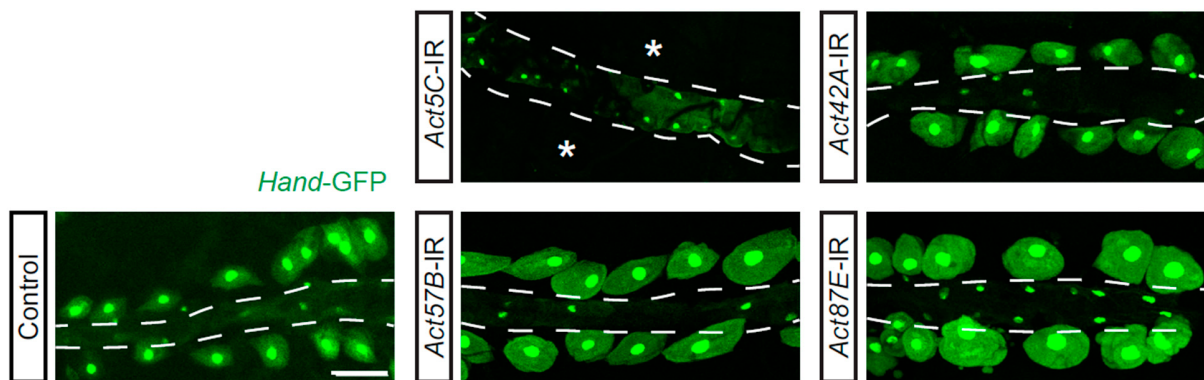

Supplementary Figure S2. Act5C required for maintaining the cytoskeleton and SD structures

(A) Diagram depicts the *Drosophila* Gal4/Gal80 system (TARGET^{36,37}), which was used for temporal control of *Act5C-IR* expression, turned transcription on or off for either 1 day or 2 days. *Klf15*, Kruppel-like factor 15 nephrocyte-specific driver; *Tub*, Tubulin endogenous driver. (B, C, D) Representative confocal images (cortical and medial planes) of nephrocytes from control condition (1-day-old, female; B), *Act5C-IR* (1 day; C), and *Act5C-IR* (2 days; D) from the Gal4/Gal80 in (A). Phalloidin stains F-actin. Dashed line outlines the nephrocyte. Scale bars:

(cortical) 20 μm ; (cortical detail) 2 μm ; (medial) 20 μm ; (medial detail) 2 μm .

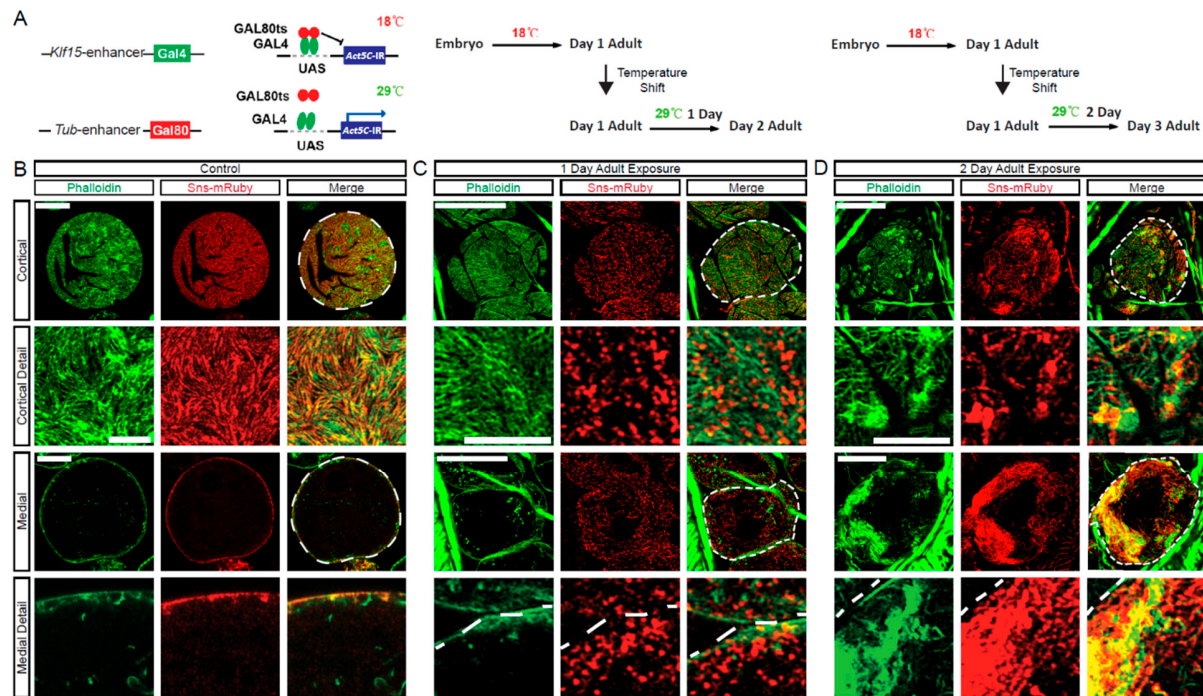

Supplementary Figure S3. Amino acid alignment for Actin proteins with genes expressed in *Drosophila* nephrocytes or human podocytes

(A) In blue, shared amino acids; in pink, different amino acids yet with similar properties; in white, amino acid differences; and, dots indicate alignment gaps. Fly protein sequences obtained from FlyBase ^{38,39} (version 2023_05: Dmel 6.54). Human protein sequences obtained from UniProt ⁴⁰ (release 2023_04). (B) Diagram for the four actin proteins expressed in nephrocytes. Amino acid differences indicated in yellow are between the two groups (group 1, Act5C and Act42A; group 2, Act57B and Act87E) of more distantly related actin proteins, those in orange are between two actin proteins within a group. (C) Phylogenetic tree for all *Drosophila* actin proteins (based on data from FlyBase).

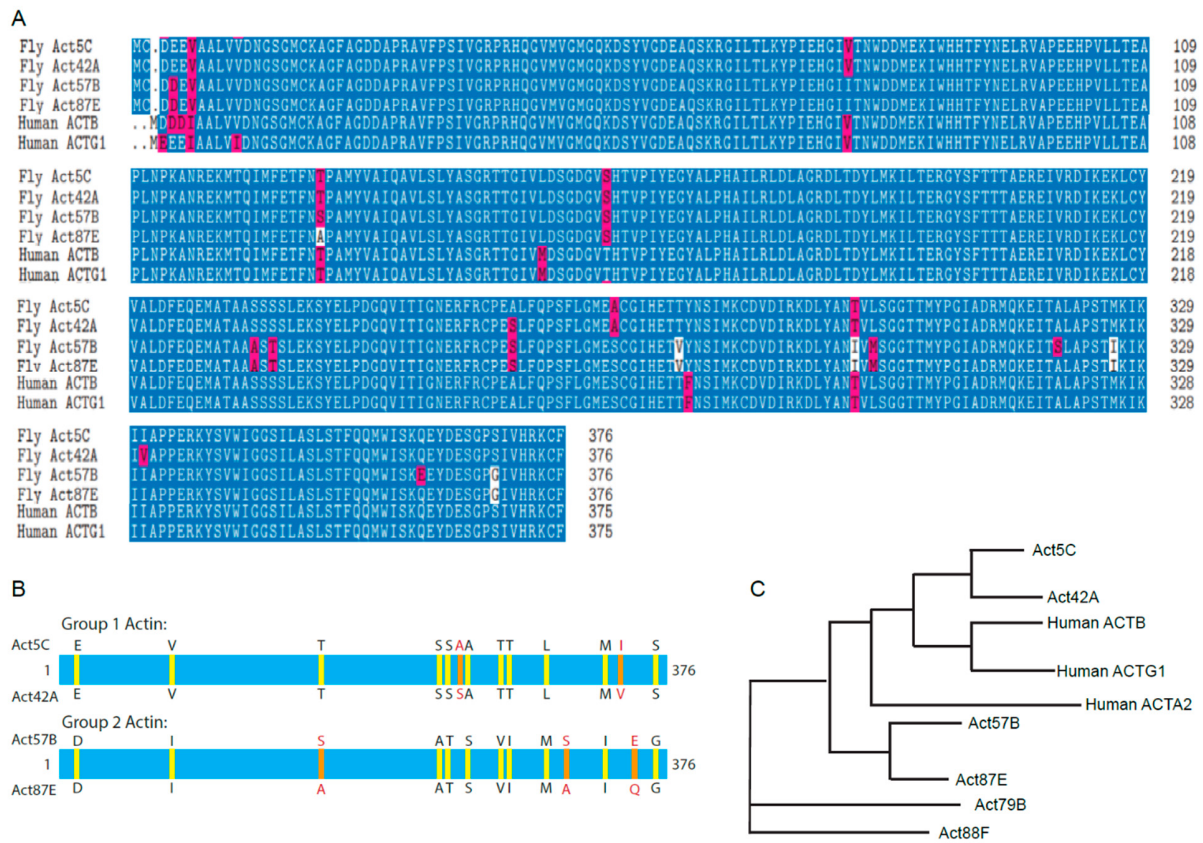

Supplementary Figure S4. SD structure and function depend on integrin

(A) Diagram depicts the flip-out system which uses heat shock to generate clones with Gal4 expression driven by the *Act5C* promoter. The Gal4 switches on both UAS-GFP and UAS-*integrin*-IR, thus green clones are deficient for integrin whereas neighboring (non-green clones) serve as controls. **(B)** Representative images of 10 kDa dextran uptake in the flip-out clone as compared to its control neighbors for nephrocytes from *alpha-integrin* (*mew*-IR) and *beta-integrin* (*mys*-IR) RNAi *Drosophila* lines (1-day-old, female). Scale bar: 50 μ m. **(C)** Quantification of the relative fluorescence intensity of the 10 kDa dextran uptake by nephrocytes of the flip-out in (D). Statistical analysis: two-tailed Student's t-test corrected with Welch; *, $P < 0.05$; **, $P < 0.01$. **(D)** Representative confocal images of the cortical surface of nephrocytes from control (*Klf15*-Gal4, *sns*-mRuby3/+), *alpha-integrin*-IR (*mew* RNAi), and *beta-integrin*-IR (*mys* RNAi) flies (1-day-old, females). Dashed line outlines the nephrocyte. Boxed areas in (D) shown magnified in (Figure

5C). Scale bar: 10 μ m. **(E)** Representative confocal images of the medial plane of nephrocytes from control (*Klf15-Gal4*, *sns-mRuby3/+*), *alpha-integrin-IR* (*mew* RNAi), and *beta-integrin-IR* (*mys* RNAi) flies (1-day-old, females). Dashed line outlines the nephrocyte. DAPI stain used to visualize the nucleus. Boxed areas in (E) shown magnified in (Figure 5D). Scale bar: 10 μ m.

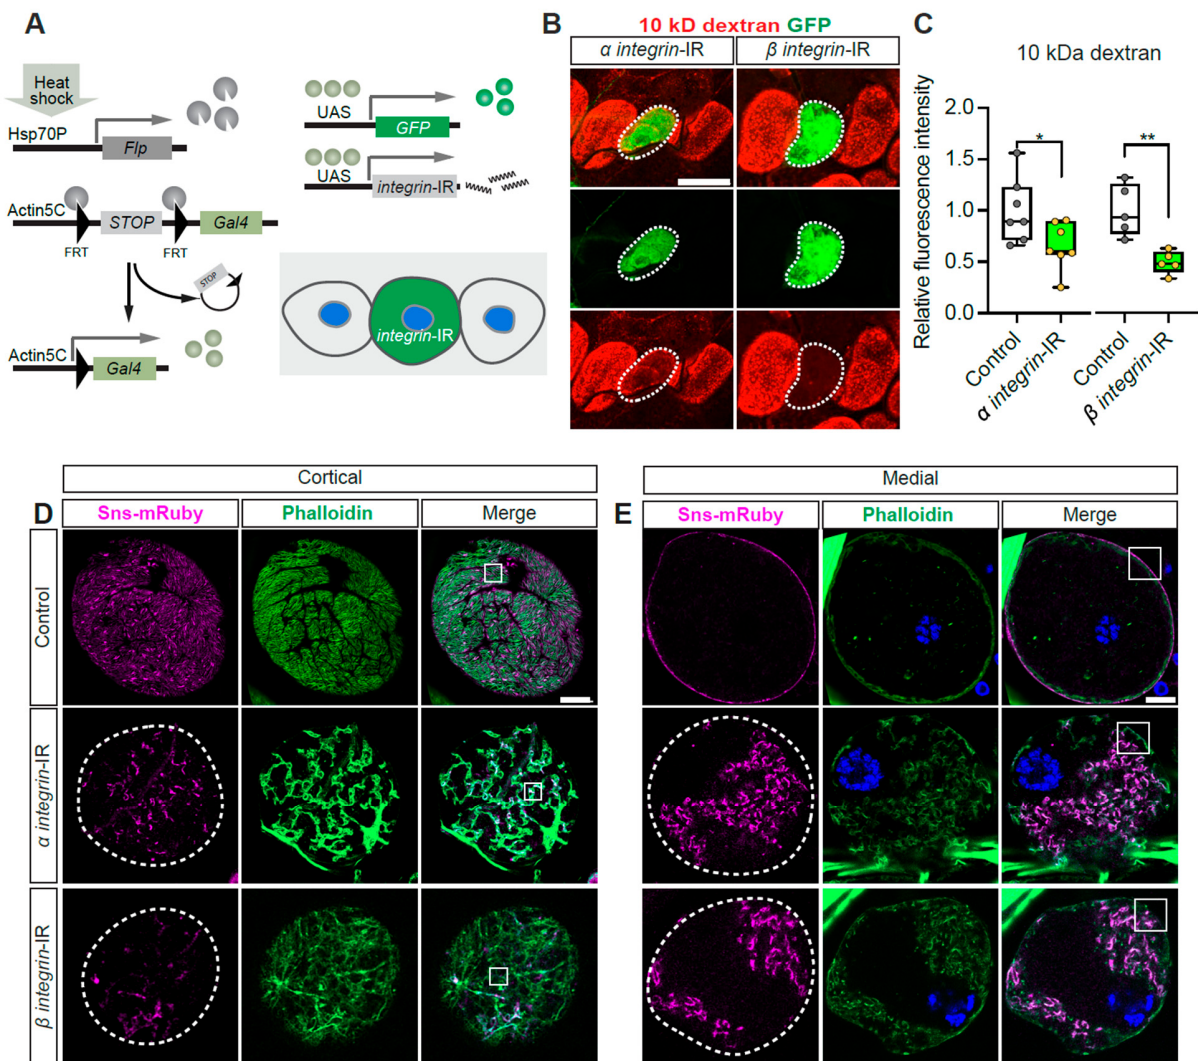

Supplementary Figure S5. Actin cytoskeleton, integrin, and SD structures are interdependent

(A) Representative confocal images of cortical surface of nephrocytes from control (*Klf15-Gal4*, *sns-mRuby3/+*) and *Act87E-IR* (RNAi) flies (1-day-old, female). Boxed area in (A) shown

magnified in (Figure 6A). Scale bars: 10 μ m. **(B)** Representative confocal images of medial view of nephrocytes from control (*Klf15-Gal4*, *sns-mRuby3/+*) and *Act87E-IR* (RNAi) flies (1-day-old, female). Boxed area in (B) shown magnified in (Figure 6B). Scale bars: 10 μ m. **(C)** Representative confocal images of cortical surface of nephrocytes from control (*Klf15-Gal4*, *sns-nRuby3/+*), *pyd-IR* (RNAi), and *sns-IR* (RNAi) flies (1-day-old, female). Boxed area in (C) shown magnified in (Figure 6C). Scale bars: 10 μ m. **(D)** Representative confocal images of medial views of nephrocytes from control (*Klf15-Gal4*, *sns-mRuby3/+*), *pyd-IR* (RNAi), and *sns-IR* (RNAi) flies (1-day-old, female). Boxed area in (D) shown magnified in (Figure 6D). Scale bars: 10 μ m.

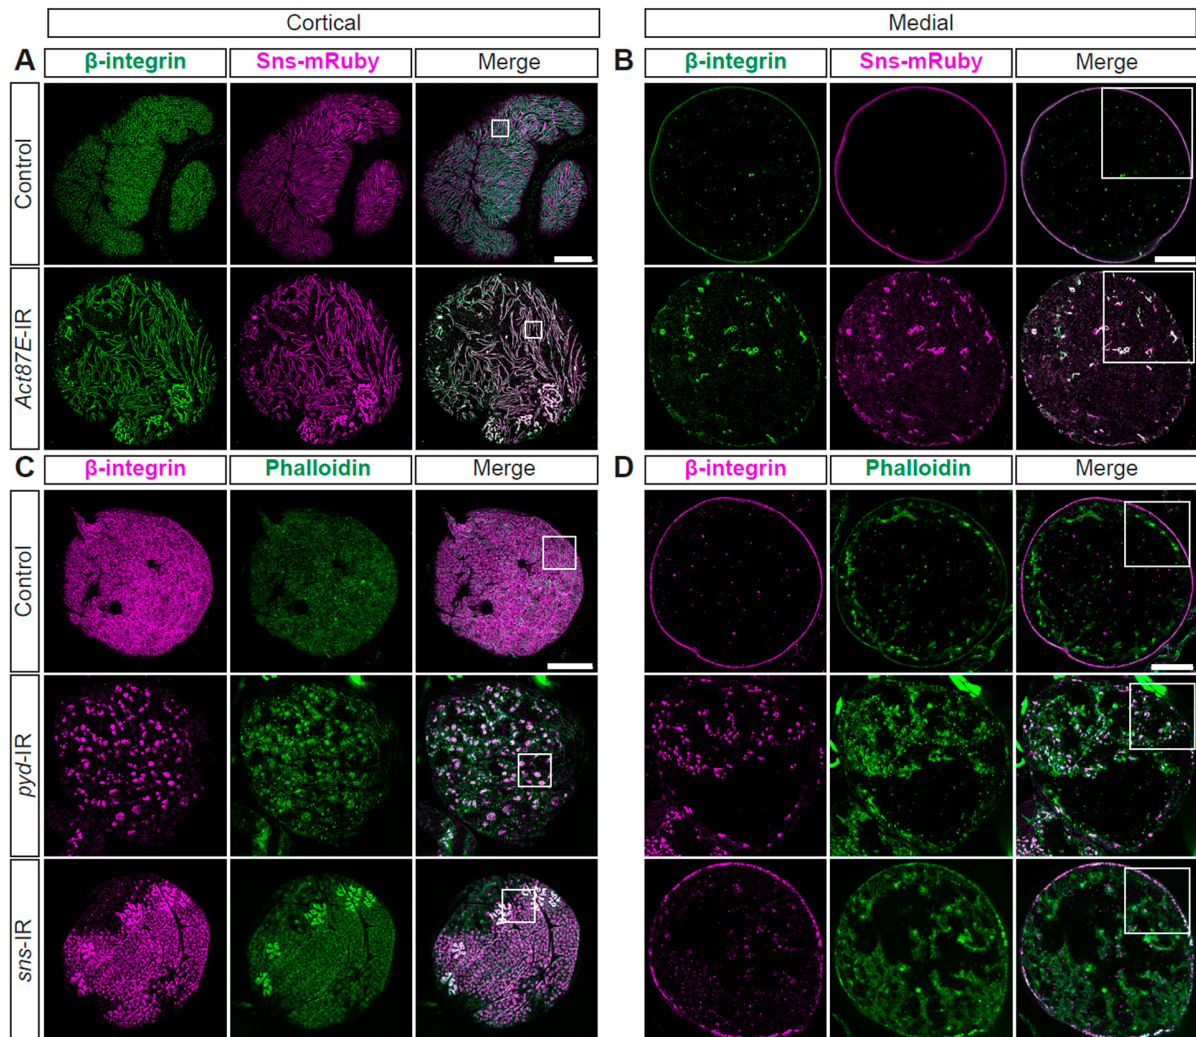

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

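Adult nephrocytes of control female flies were measured by low-input RNA sequencing in 3 libraries, named in the labels as replicates 1 to 3. The paper describes them as 3 collections of flies, so the spread between libraries includes dissection, sorting and amplification. The series holds 1 condition, so no comparison between groups was possible. Embryonic nephrocytes and the knockdown flies were not analysed here.

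The authors mapped reads with STAR 2.7.5c and quantified them with RSEM 1.3.3, the versions given in the Methods and in the submitters' processing notes. They used FlyBase gene annotation on the BDGP assembly. Read length, strand setting and read filters are not given in the sources used here. The deposited expected counts are RSEM's estimates of reads per gene and are not normalized. Between 8.27% and 8.43% of them per library were not whole within 0.005, where RSEM divided reads among genes. The deposited TPM values were made by the authors with RSEM and sum to 1000000 in each library. The deposited FPKM values were also made by the authors with RSEM, scaled by effective length and mapped fragments, and served only as an alternative unit. Transcript length, which RSEM averages over isoforms, was used to look for a trend on length.

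Gene symbols were matched through a gene name table for 17671 of 17768 IDs, and through transcript IDs in the BDGP6.54 annotation (Ensembl release 115) for 56 more, leaving 41 without a symbol. Coordinates are from that annotation. All 239 entries in 23 gene lists fixed before the data were examined were found, some under a synonym in a RefSeq gene table.

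Levels are means and SD of deposited TPM over 3 libraries, with the rank of the mean among all listed genes. Actins were compared within each library as log2 ratios of TPM, with 0.1 TPM added in pairs with *Act79B* or *Act88F*, by an exact two-sided sign-flip permutation test with Benjamini-Hochberg adjustment over 15 pairs. Its smallest p is 0.25 with 3 libraries. A gene was detected at 1 TPM or more in every library. For each list with at least 3 detected members, the median TPM was placed among 10000 seeded random lists of the same size drawn from the 7193 detected genes, as a description of these libraries. Libraries were compared by Pearson's and Spearman's coefficients across genes of log2(TPM + 1), by chi-square of rounded expected counts, and by edgeR 4.0.16 dispersion with an intercept only, on expected counts rounded to whole numbers, for genes with at least 10 in every library. Pearson's r across 17768 genes was 0.986, 0.991 and 0.986 for libraries 1 and 2, 1 and 3, and 2 and 3, and genes are not independent replicates. Spearman's rho for the same pairs was 0.957, 0.959 and 0.958. Alternatives were CPM, FPKM, TMM and DESeq2 1.42.0 scaling, TPM without mitochondrial and ribosomal RNA genes, medians, other thresholds, backgrounds and pseudocounts, and each replicate left out. An adjustment that removed each library's lowess trend on transcript length (fraction 0.3) was added after seeing the data. Computations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

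The procedures were tested on simulated libraries, 3 in each set, with the means of 7250 genes. Genes were drawn independently, so percentiles of lists whose genes vary together were not tested. In a set without a trend on length or changed genes, a spread set to 0.25 was estimated as 0.249 over 7180 genes. In a separate set with both, a trend on length with Spearman's rho of -0.596 became -0.01 after the adjustment, over 7091 genes. There a list changed by -1 on the log2 scale was recovered at a median of -0.96, and 1 unchanged list lay at percentile 90.5.

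Most genes named in the text follow a rule set before the data were examined. They are the nephrocyte genes the paper names, the other 2 actins, the 20 genes with the highest mean TPM outside the mitochondrial genome, ribosomal RNA and ribosomal protein genes, 2 to 4 leading members of each list (only *Amy-p* for midgut, whose other members were at 0 TPM), and the 5 genes with the widest range of log2(TPM + 1) among those with a mean of at least 50 TPM. The paper's values for 4 actins had been seen when the rule was written. Outside the rule, *tin*, *rst* and *fln* were named after their values were seen. A planned count of sequence shared between actin transcripts was not run because it needs transcript sequences, which were not used here.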

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

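The tests of explanations in this part were chosen after the patterns had been seen. The paper's RNA-seq analysis reports 4 actins, and the gene groups below, which it does not discuss, lay above the 3 counts that a count of 0 allows in every library. Values are summed TPM (mean ± SD, n = 3 libraries). Lysosomal genes reached 18433 ± 2147 TPM, heat shock and stress genes 10917 ± 1678, and general endocytosis genes 9287 ± 168. Actin nucleation, turnover, crosslinking and motor genes reached 5121 ± 778, tubulin genes 2148 ± 521, integrin-linked adhesion genes 1468 ± 310.4, actin-related proteins 431 ± 33.4, basement membrane genes 266 ± 50.6 and antimicrobial peptide genes 161 ± 34.4. Among genes of other cell types, those of muscle and heart reached 6407 ± 3533, hemocytes 480.3 ± 88.4, fat body 192 ± 193, ovary 101 ± 11.5, neurons and glia 93.1 ± 44.3, trachea and cuticle 4.39 ± 1.70, and midgut 2.59 ± 1.48. Single genes carried some of these sums, with *grk* at 101 ± 11.5 TPM in the ovary list, *nrv2* at 91.4 ± 43.9 TPM in the list of neurons and glia, and *Amy-p* at 2.59 ± 1.48 TPM in the midgut list. Most of the hemocyte sum came from *crq* at 352 ± 42.8 and *srp* at 121 ± 56.9 TPM, and 7 of the 10 hemocyte genes were not detected. *Obp99b* gave 299 of 414 TPM of fat body genes in library 3, and the fat body sum was 101 and 61.4 TPM in libraries 1 and 2. *Act79B* was at 0.90 TPM, with more than 3 counts in every library.

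*Act57B* and *Act87E* were lowest in library 2 together with the muscle genes. The muscle median log2 ratio of library 2 to the mean of libraries 1 and 3 was -1.29. It lay below all 10000 random lists matched on expression. These were drawn gene by gene, so for genes that vary together percentiles only describe these libraries. With the trend on length removed the muscle median was -1.20, and that of integrin-linked adhesion genes also stayed low at -0.32 (percentile 0.43). Of these 12 adhesion genes 8 lay below the median of all genes, while *Fit1* was at 0.06 and *Ilk* at 0.01. With the trend removed, nephrocyte (0.30), endocytosis (0.15), heat shock (0.27) and mitochondrial genes (0.12) were high (percentiles 98.2 to 100). Without that adjustment nephrocyte, endocytosis and heat shock genes were at percentiles 87.04, 83.44 and 89.62, not in the upper 2.5%. The values argue against reads shared between actins, because *Act5C* and *Act42A* together gained 13.5 TPM in library 2 while *Act57B* and *Act87E* lacked 2348 TPM, and against a lower yield of long transcripts, because *Act57B* and *Act87E* lay -3.92 and -4.79 SD from genes of similar length. Muscle or heart material in unequal amounts is a candidate explanation that stays open: between libraries 3 and 1, which show no trend on length, the muscle median was 0.74 against 0.18 for all genes, at percentile 100 of matched random lists, with *Act57B* at 0.43 and *Act87E* at 0.41. That shift was not specific to muscle, since fat body (0.76, percentile 99.3), tubulin (0.63, percentile 99.9), basement membrane (0.62, percentile 99.3) and actin regulator genes (0.30, percentile 99.0), *Act5C* (0.42) and *Act42A* (0.31) were higher there too, and hemocyte genes (-0.54, percentile 0.40), lysosomal genes (-0.30, percentile 0.21), and heat shock and mitochondrial genes (each -0.33, percentile 0) were lower. The hemocyte median was over 4 genes, with *srp* at 0.08 and *crq* at -0.30. The other members, *NimC1* (-0.78, not detected) and *He* (-1.53), had at most 38 counts in any library. Cells were sorted as large and positive for GFP and RFP, and whether this removed all muscle or heart material was not tested. Of 15 muscle genes 13 were detected, while *fln* (named after its values were seen) was at 0 TPM in every library. A single gene at 0 TPM cannot decide whether such material was present. How many of these genes nephrocytes express themselves is not known from these libraries. Nor is it known how much of the *Act57B* and *Act87E* RNA came from nephrocytes. With 1 condition, no biological explanation was tested.

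Long transcripts were lower in library 2, with a Spearman's rho across 7250 genes of -0.565 between transcript length and the log2 ratio of library 2 to the mean of libraries 1 and 3. The values argue against low counts of long genes, since rho was -0.649 in 3670 genes with at least 200 counts in every library, and against isoform lengths estimated per library, since rho was -0.439 in 2735 genes with 1 transcript. Less full-length cDNA in library 2 cannot be told apart from other causes, because gene totals do not show coverage along transcripts. *Cubn2*, with a mean length of 11198 bases, went the other way, at 313, 600 and 267 TPM in libraries 1, 2 and 3. No biological explanation was tested.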

How the results depend on the processing

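Of 112 alternatives for levels and ranks of actins, 24 were TPM means without a replicate or medians, which with 3 libraries cannot lie over 0.577 SD from the mean. Of the other 88, 85 stayed within 1 SD, a wide limit for *Act57B* and *Act87E*, whose SD was 1288 and 151 TPM. Actin ratios kept their direction in 102 of 105. The 3 reversals were *Act5C* over *Act57B* without replicate 1 or 3, and *Act42A* over *Act87E* without replicate 2. Ratios of the 4 detected actins to *Act79B* or *Act88F*, from 199-fold upward, had little room to reverse. The adjustment for transcript length was chosen after seeing the data. It reversed no actin ratio and no list's percentile by level, but changed the sign of the median log2 ratio of library 2 for slit diaphragm (-0.72 to 0.02), basement membrane (-0.63 to 0.11) and tubulin genes (-0.0043 to 0.039). The adjusted slit diaphragm median was the value of *rst*, which was not detected. In CPM *Act5C* ranked 40th, still below *Act57B* at 32nd. Without mitochondrial and ribosomal RNA genes *Act5C* rose to 1824 and *Act42A* to 386 TPM, as the total became smaller. With each replicate left out, the log2 ratio of *Act5C* to *Act57B* ranged from -0.88 to 0.019 and that of *Act42A* to *Act87E* from -0.049 to 1.19. Of 151 alternatives for gene lists, 137 kept their direction and their side of limits set 2.5% from each end. The slit diaphragm list, at percentile 97.2, reached 98.2 at 0.5 TPM, 98.1 at 10 counts, 99.2 with all genes with a count as background and 99.9 in CPM, and ranged from 96.7 to 97.9 with a replicate left out. In CPM, integrins moved from 19.2 to 71.7, basement membrane genes from 36.4 to 87.9, hemocyte genes from 94.8 to 98.9 and antimicrobial genes from 25.5 to 0. With all genes with a count as members and background, fat body genes moved from 88.7 to 5.62, hemocyte genes to 20.6 and antimicrobial genes to 51.4, and the last reached 65.4 at 10 counts. Fat body genes ranged from 26.1 to 87.1 with a replicate left out. Pearson's r with a pseudocount of 0.1 was 0.980 for libraries 1 and 2, 0.983 for 1 and 3 and 0.981 for 2 and 3. The spread between libraries ranged from 18.7% to 29.0% with a replicate left out. At 10 TPM 4512 genes were detected, by the stricter threshold. The cause of the other shifts was not tested. *Act79B* and *Act88F* have no rank among detected genes, and hemocyte and integrin lists have fewer than 3 members at 5 TPM. Sequence shared between actins was not run. No paired analysis between conditions was possible because there is 1 condition. Low counts limit what can be said of *Act88F*, of *Act79B* and of other genes with few counts, and the effect of depth was not tested. The number of libraries limits every comparison between actins.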

Differences from the paper's values

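The means for *Act5C*, *Act57B*, *Act42A* and *Act87E* match the adult levels printed in Fig. 2A. Under the alternatives in TPM set before the data were examined, none of the 4 differed from the figure by over 1.5 times. Without replicate 2 *Act57B* was at 2912 and *Act87E* at 320.0 TPM, and without replicate 3 they were at 1645 and 173 TPM. Values in CPM and FPKM were not set beside the figure. The legend of Fig. 2 describes its table as ordered by adult expression. The table itself lists *Act5C* first, although its own adult values are 2200 TPM for *Act57B* and 1600 TPM for *Act5C*. The means here had the order of those values, at 2212 TPM for *Act57B* and 1562 TPM for *Act5C*. In library 2 the order was that of the table's rows, with *Act5C* at 1528 and *Act57B* at 813 TPM. The legend also ranks genes out of a smaller number than the 17768 listed here.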

Other observations

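Machinery that builds and turns over actin filaments was abundant in adult nephrocytes. All 27 listed genes of nucleation, turnover, crosslinking and motors were detected, with a median of 102 TPM at percentile 100 of random lists. They were led by *tsr* (cofilin) at 1076 ± 154 TPM and *chic* (profilin) at 563 ± 97.1 TPM (SD, n = 3). Of 9 actin-related protein genes 8 were detected, with *Arp1* at 138 ± 11.4 and *Arp3* at 110 ± 4.31 TPM (median 42.6 TPM, percentile 85.7). Of 9 tubulin genes 5 were detected, led by *alphaTub84B* at 959 ± 312 and *betaTub56D* at 567 ± 143 TPM (percentile 99.9). Of 6 slit diaphragm genes 4 were detected, *Mec2* at 566 ± 46.8, *pyd* at 207 ± 53.4, *sns* at 122 ± 48.4 and *kirre* at 38.6 ± 10.2 TPM. All 4 were lowest in library 2. Over the 5 genes compared, which include *rst*, a gene not detected, the list's median log2 ratio there was -0.72. With the trend on length removed, an adjustment chosen after seeing the data, it became 0.02, the value of *rst*. After the adjustment *sns* was at -0.40, *Mec2* at -0.28, *kirre* at 0.15 and *pyd* at 0.17. Integrin subunits were uneven, with *mys* at 188 ± 60.3 and *mew* at 93.6 ± 13.3 TPM among 5 of 7 detected (median 10.7 TPM). Their percentile was 19.2, but 71.7 in CPM, and it ranged from 5.85 to 32.8 with a replicate left out. All 12 integrin-linked adhesion genes were detected, with *Fit1* at 503 ± 98.4 and *Ilk* at 212 ± 18.6 TPM (percentile 99.4). *Piezo* was at 5.02 ± 0.24 TPM. The paper marked the lacunar channels with GFP-tagged Piezo protein made from a transgene, which this RNA level does not measure. Among basement membrane genes 6 of 11 were detected, led by *SPARC* at 128 ± 29.5 and *wb* at 91.3 ± 13.9 TPM. Their percentile was 36.4, but 87.9 in CPM.

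Endocytic, lysosomal and iron-storage transcripts were among the most abundant. All 12 endocytosis genes were detected, with *Clc* at 1501 ± 174 and *Lamp1* at 1334 ± 196 TPM (percentile 100). Of 9 lysosomal genes 7 were detected, led by the proteases *CtsL1* at 13023 ± 1455 and *CtsB* at 2912 ± 444 TPM (percentile 99.96). The ferritin genes *Fer1HCH* and *Fer2LCH* were at 19467 ± 2230.0 and 17313 ± 1623 TPM. Outside the mitochondrial, ribosomal RNA and ribosomal protein genes, the noncoding RNA *lncRNA:CR34335* was highest by TPM at 62967 ± 7549. Its mean length was 250 bases, and its place by TPM rests on that short length. It had 16304, 20858 and 18446 expected counts in libraries 1, 2 and 3, fewer than *Fer1HCH* at 156363, 170289 and 134837. The 20 highest also held *CG15209* at 13459 ± 1732, *eEF1alpha1* at 8231 ± 1096, *CG4250* at 4940.1 ± 571, *GstD1* at 4821 ± 148, *CG9953* at 4638 ± 801 and *Fuca* at 4108 ± 492 TPM, and *Nplp2*, *CG15784*, *Obp18a*, *MtnE*, *BaraA1* and *ATPsynC* with means from 2545 to 3436 TPM. The nephrocyte list had 7 of 10 genes detected (percentile 99.95), including *Cubn2* at 393 ± 180.1 TPM. All 15 heat shock genes were detected, led by *Hsp26* at 3518 ± 765 and *Hsp83* at 1639 ± 196 TPM, and the near-identical *Hsp70* genes, which can share reads, summed to 1750.4 ± 131 TPM (percentile of the list 100). Of 14 antimicrobial peptide genes 8 were detected, with *CecA2* at 41.8 ± 10.2 and *CecB* at 31.3 ± 6.17 TPM. Their percentile was 25.5, but 65.4 at 10 counts, 51.4 with all genes with a count and 0 in CPM. Of 15 genes of the mitochondrial genome 14 were detected (percentile 100), led by *mt:lrRNA* at 88757 ± 19612 and *mt:ATPase6* at 11480.0 ± 507 TPM, and the genome took 11.6% to 16.5% of TPM. The other 1, with a length of 162 bases, had 17, 17 and 18 expected counts in libraries 1, 2 and 3 but 0 TPM, so its expression cannot be judged by TPM. Actins as a list were at percentile 99.9 and muscle genes at 100. Hemocyte genes were at 94.8, but at 20.6 with all genes with a count and 98.9 in CPM. Fat body genes, led by *Obp99b* at 107 ± 166 and *Lpin* at 74.4 ± 30.5 TPM, were at 88.7, but at 26.1 without replicate 3 and 5.62 with all genes with a count. In lists with at most 1 gene detected, the leading genes below 1 TPM in at least 1 library were *btl* at 2.43 ± 2.51, *elav* at 1.35 ± 0.55, *TwdlE* at 1.14 ± 1.03, *vas* at 0.11 ± 0.10, *Cyp4g1* at 0.11 ± 0.19 and *FASN2* at 0.0067 ± 0.012 TPM. The RNAs *roX1* and *roX2*, made in males, stayed at 0.11 ± 0.13 and 0.69 ± 1.09 TPM in these female flies. Among genes with a mean of at least 50 TPM, *Obp99b* ranged most, at 8.73, 12.8 and 299 TPM in libraries 1, 2 and 3, followed by *BomS1* at 4.11, 101 and 77.5, *CG5697* at 203, 22.2 and 19.0, and *BaraA2* at 14.2, 56.5 and 143 TPM.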
